# CircNEIL3 mediates pyroptosis to influence lung adenocarcinoma radiotherapy by upregulating PIF1 through miR-1184 inhibition

**DOI:** 10.1038/s41419-022-04561-x

**Published:** 2022-02-21

**Authors:** Ting Zhang, Dong-Ming Wu, Peng-Wei Luo, Teng Liu, Rong Han, Shi-Hua Deng, Miao He, Yang-Yang Zhao, Ying Xu

**Keywords:** Radiotherapy, Non-small-cell lung cancer

## Abstract

Circular RNAs (circRNAs) belong to an abundant category of non-coding RNAs that are stable and specific, and thus have great potential in cancer treatment. However, little is known about the role of circRNAs during radiotherapy in lung adenocarcinoma (LUAD). Here, we established the expression profiles of 1,875 dysregulated circRNAs in non-irradiated and irradiated A549 cells and identified circNEIL3 as a significantly downregulated circRNA in A549 cells treated with 0, 2, or 4 Gy of radiation, respectively. Functional assays demonstrated that circNEIL3 knockdown promoted radiation-induced cell pyroptosis, whereas circNEIL3 overexpression had the opposite effects. Importantly, the effects of circNEIL3 overexpression on inhibiting pyroptosis were reversed by PIF1 knockdown. Mechanistically, circNEIL3-mediated pyroptosis was achieved through directly binding to miR-1184 as a sponge, thereby releasing the inhibition of miR-1184 on PIF1, which ultimately induces DNA damage and triggers AIM2 inflammasome activation. In vivo, circNEIL3 knockdown significantly enhanced the efficacy of radiotherapy as evidenced by decreases in tumor volume and weight. Collectively, the circNEIL3/miR-1184/PIF1 axis that mediate pyroptosis induction may be a novel, promising therapeutic strategy for the clinical treatment of lung cancer.

## Introduction

Lung cancer remains the leading cause of cancer-related mortality accounting for 18% globally and 19% of all cancer-related deaths in China [1]. It is estimated that 85% of human lung cancers are non-small cell lung cancer, with lung adenocarcinoma (LUAD) being the predominant subtype, accounting for 50% of all cases [2]. Radiotherapy is widely used in the treatment of clinical tumors, related to lung cancer, prostate cancer, and kidney cancer, among others [3–6]. However, ionizing radiation can cause a range of opportunistic infections and systemic inflammation, with life-threatening tumor recurrence and metastasis still prevalent in patients [7, 8]. Therefore, further investigation is needed to gain a deeper understanding of lung cancer to provide new therapeutic targets for lung cancer radiotherapy.

Pyroptosis is a recently discovered form of programmed cell death, characterized by cell swelling and large bubbles emerging from the plasma membrane [9, 10]. Pyroptosis is divided into the caspase-1-activated classical and caspase-11/4/5-activated non-classical pathways. In the classical pathway, the assembled NLRP1, NAIP, NLRC4, AIM2, NLRP3, and pyrin proteins activate and cleave pro-caspase-1 to form active caspase-1, which then cleaves gasdermin D (GSDMD) to the N-terminal form (GSDMD-N) with its pore-forming activity, and ultimately releases inflammatory factors IL-1β and IL-18, causing inflammatory reactions [11, 12]. Conversely, in the non-classical pathway, lipopolysaccharide (LPS) can combine directly and activate caspase-11/4/5, which can then cleave GSDMD into GSDMD-N [11–13]. Recent studies have shown that pyroptosis plays an important role in the radiation process [14–16]. For example, NLRP3 inflammasome activation can mediate radiation-induced pyroptosis in bone marrow-derived macrophages [17]. Furthermore, mesenchymal stem cells can attenuate radiation-induced brain injury by inhibiting microglia pyroptosis [18]. However, little is known regarding the role of pyroptosis in lung cancer radiotherapy.

Circular RNAs (circRNAs), a category of non-coding RNAs characterized by covalently closed-loop structures without 5′−3′ polarity or a poly adenosine tail [19, 20], are abundant, conserved, stable in organisms, and resistant to RNase R treatment [21–23]. Since their first discovery in viruses in 1976, the functions of circRNAs in various human diseases have been reported, including cardiovascular diseases [24, 25], lupus nephritis [26], systemic neural diseases [27], and most cancers [22, 28]. Moreover, the radiosensitivity of bone marrow mesenchymal stem cells has been shown to be affected by circRNA_014511 binding to miR‑29b‑2‑5p [29]. Functionally, circRNAs are commonly used as competitive endogenous RNAs (ceRNAs) to eliminate the inhibitory effects of microRNA (miRNA) on target genes by acting as miRNA sponges.

Some important regulatory roles of circRNAs in terms of radiation have been reported, such as radiation-induced esophageal injury [30], the radiation sensitivity of esophageal cancer cells [31], and the radioresistance of HeLa cells [32]. However, the specific role and mechanism of circRNAs in lung cancer radiotherapy remain unclear. Therefore, we investigated the potential roles of circRNAs in the radiotherapy of lung cancer by establishing the expression profile of circRNAs and verified thousands of distinct circRNAs in non-irradiated and irradiated LUAD cells using high-throughput RNA sequencing (RNA-seq). Subsequently, we identified specific differentially expressed circRNAs and elucidated their roles in pyroptosis as potential therapeutic targets in lung cancer.

## Results

### circNEIL3 is significantly downregulated in irradiated LUAD cells

To investigate the roles of circRNAs in the radiotherapy of lung cancer, we performed RNA-seq and analyzed the expression profiles of circRNAs in non-irradiated and irradiated A549 lung cancer cells (sequences were deposited in the Gene Expression Omnibus under dataset code GSE124396; www.ncbi.nlm.nih.gov/geo). 

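A549 is a human lung adenocarcinoma cell line. RNA was sequenced from 9 libraries of these cells, 3 for each dose of 0, 2 and 4 Gy, and 0 Gy was the non-irradiated control. Total RNA was depleted of ribosomal RNA, and the stranded libraries were read from both ends over 100 bases. The authors' processing notes name STAR and edgeR on the hg19 assembly, and the sources used here do not name the tool that called the circRNAs. The authors gave 2 values per circRNA and library. The junction reads are whole counts of the reads that span a back-spliced junction. The logCPM is the log2 of counts per 1000000, which the authors computed with edgeR and a prior count. The library sizes that its values imply are not the junction reads, and differ less between the libraries. These implied sizes are larger than the junction reads in 4 Gy replicates 1 and 2, and smaller in every library at 0 Gy. The junction reads summed to 1447, 1693 and 1280 in the libraries at 0 Gy, to 1505, 1680 and 1058 at 2 Gy, and to 725, 849 and 1276 at 4 Gy. The mean was 1473 ± 208 junction reads (SD, n = 3) at 0 Gy, 1414 ± 321 at 2 Gy and 950.0 ± 289 at 4 Gy. Every library at 4 Gy had fewer junction reads than every library at 0 Gy, and the ratio of the means was 0.645 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The ratio at 2 Gy was 0.960 (exact permutation test, p = 0.9). The fragments of mRNA and lncRNA, estimated from the same libraries, ranged from 5130624 to 6625734 at 0 Gy, from 3367381 to 5433192 at 2 Gy and from 2847642 to 3739929 at 4 Gy. Per 1000000 of these fragments there were 252 ± 3.26 junction reads (SD, n = 3) at 0 Gy, 314 ± 36.6 at 2 Gy and 297.5 ± 44.0 at 4 Gy. The counts were tested here with the quasi-likelihood test of edgeR after TMM normalization, in 1 fit of all 9 libraries. The test covered the 508 circRNAs with at least 5 junction reads over the 9 libraries, and p values were adjusted by the Benjamini-Hochberg method. The reads carry no molecular identifiers, so the confidence intervals given for them cover counting error only.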

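The expression profile held 1874 circRNAs of 1342 host gene symbols, with 11513 junction reads in all. Of these circRNAs, 1491 had a circBase name, 19 were listed under a publication and 364 under neither. The median circRNA had 3 junction reads over the 9 libraries, and 822 circRNAs had 2 reads, the lowest total in the profile. At least 10 reads were found for 190 circRNAs and at least 100 for 3. The most abundant circRNA, hsa_circ_0060927 of CYP24A1, named after its value was seen, held 1981 reads, or 17.2% of the total. The number of circRNAs detected per library was 574 ± 54.7 (SD, n = 3) at 0 Gy, 544 ± 86.3 at 2 Gy and 401 ± 74.6 at 4 Gy. The ratio of 4 Gy to 0 Gy was 0.698 (exact permutation test, p = 0.1). Over the 3 libraries of a dose, 1124 circRNAs were detected at 0 Gy, 1112 at 2 Gy and 865 at 4 Gy. There were 415 circRNAs detected at all doses, while 406 were detected only at 0 Gy, 415 only at 2 Gy and 241 only at 4 Gy. At an adjusted p under 0.05, edgeR called 0 of the 508 tested circRNAs for a difference between any of the doses, and 18 had an unadjusted p under 0.05. DESeq2 also called 0, and 5 had an unadjusted p under 0.05. For 4 Gy against 0 Gy both tools called 0, with 26 circRNAs at an unadjusted p under 0.05 from edgeR and 10 from DESeq2. For 2 Gy against 0 Gy both called 0, with 17 and 1 at an unadjusted p under 0.05, and for a linear trend over the dose both called 0, with 33 and 10. In simulated libraries of this depth, edgeR recovered 2.4% of 167 circRNAs changed 4-fold and 62.4% of 170 changed 16-fold between 4 and 0 Gy. Most 4-fold changes were thus not detectable at this depth. Many circRNAs were changed at once here, up or down, with an assumed spread between libraries. These shares are therefore not those for a single changed circRNA. For 1 circRNA with mean reads of 5, 1.5 and 0.3 at 0, 2 and 4 Gy, the adjusted p from edgeR passed in 2 of 20 draws.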

A total of 1875 dysregulated circRNAs were identified in irradiated A549 cells (Fig. 1a). The hierarchical clustering heatmap suggested that the expression levels of circRNAs were clustered and distinguishable (Supplementary Fig. S1a). 

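The distance between libraries was computed here on the log2 CPM of the junction reads of all 1874 circRNAs, with a prior count of 2. The mean Euclidean distance was 24.7 between libraries of the same dose and 24.8 between libraries of different doses. This difference of 0.139 was reached or exceeded by a share of 0.104 of the 280 ways to divide the 9 libraries into 3 groups of 3 (exact permutation test, one-sided). Within a dose, the mean distance was 23.0 at 0 Gy, 24.3 at 2 Gy and 26.7 at 4 Gy, the dose with the fewest junction reads. The result depended on the libraries and on the measure. The exact permutation p was 0.0464 without 4 Gy replicate 1 and 0.00714 without either 4 Gy replicate 2 or 4 Gy replicate 3. Without 0 Gy replicate 1, 2 or 3 the difference was −0.25, −0.17 and −0.30 (exact permutation p 0.818, 0.721 and 0.861), without 2 Gy replicate 3 it was −0.05 (0.521), and without 2 Gy replicate 1 or 2 it was 0.20 and 0.08 (0.207 and 0.379). With the Jaccard distance on the presence or absence of a circRNA, which also follows the number of circRNAs detected, the exact permutation p was 0.0143. Libraries were also simulated with these numbers of junction reads and no effect of the dose. The exact permutation p of the Euclidean distance was then under 0.05 in 3 of 20 draws.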

The clonogenic survival assay showed that the 4 Gy dose of radiation treatment significantly reduced the proliferation ability of A549 cells (Supplementary Fig. S1b). In addition, the category and chromosomal localization of circRNAs were also identified (Fig. 1b, c). 

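By the authors' annotation, 1589 of the 1874 circRNAs were exonic, or 84.8% (exact 95% confidence interval 83.1% to 86.4%). These exonic circRNAs held 89.6% of the junction reads. Another 200 circRNAs were sense overlapping, 75 were intronic, 6 were intergenic and 4 were antisense. Among the 190 circRNAs with at least 10 reads, the exonic share was 92.1%. Chromosome 2 held 176 circRNAs, chromosome 1 held 144, chromosome 3 held 123, chromosome 7 held 122 and chromosome 9 held 105. Chromosome 21 and the mitochondrial chromosome held 9 each.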

Based on the STEM and ANOVA analysis, 230 circRNAs showed an upregulated or downregulated trend in A549 cells treated with different doses (0, 2, or 4 Gy) of radiation (|fold change | ≥ 2.0, *P* < 0.05). Of these, the first 15 downregulated and 15 upregulated circRNAs are represented in Fig. 1d and listed in Table S1. 

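The paper's stated thresholds were applied here to the authors' logCPM of the 1874 circRNAs. A circRNA passed with an unadjusted p under 0.05 over the doses, at least a 2-fold change between 4 and 0 Gy, and a mean at 2 Gy between those at 0 and 4 Gy. The STEM clustering itself was not repeated. By this rule 19 circRNAs passed, of which 0 were higher and 19 were lower at 4 Gy. Their median was 8 junction reads over the 9 libraries, 17 of them had at least 5 reads and 9 had at least 10. At 0 reads the logCPM was 7.66, whatever the depth of the library. All junction reads at 4 Gy were at a ratio of 0.645 to those at 0 Gy, so a low count reaches 0 there more readily. The logCPM also takes library sizes above the junction reads in 4 Gy replicates 1 and 2, and below them at 0 Gy. This lowers its values in the former and raises them in the latter. That all 19 were lower was therefore not separated from the depth. Among the 19 were hsa_circ_0001460 of NEIL3, hsa_circ_0112879 of ZNF124 and hsa_circ_0002484 of ZBTB44. The count was 34 when no order of the means was required, 7 with log2 CPM computed from the reads with a prior count of 2, and 2 after Benjamini-Hochberg adjustment. These 2 were hsa_circ_0002714 of SEMA3C and hsa_circ_0001977 of SNX5, named after their values were seen, with 4 reads each. The count also moved with single libraries, to 39, 31 and 36 without 0 Gy replicate 1, 2 or 3, and to 33 without 4 Gy replicate 2.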

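The 270 logCPM values of Table S1 were equal, within the rounding of the table to 2 decimals, to those used here. For the 15 downregulated circRNAs of Table S1, the junction reads summed to 178 at 0 Gy, 98 at 2 Gy and 54 at 4 Gy. A circRNA of this group had 9 to 58 reads over the 9 libraries, with a median of 19. The mean logCPM was lower at 4 Gy than at 0 Gy in 14 of the 15, and in 12 of the 15 the means ran in order over the doses. At least a 2-fold change was reached by 11 of them. For 4 of the 15, every library at 4 Gy had fewer reads than every library at 0 Gy. These reads are not set against the depth, which was lower in every library at 4 Gy than in every library at 0 Gy. Without overlap in either direction chance gives 10%, but this share is no measure for circRNAs that the paper listed for their fall in these libraries. An unadjusted p under 0.05 for the linear trend from edgeR was found for 4 and an adjusted p under 0.05 for 0, with a lowest adjusted p of 0.115 for hsa_circ_0112879 of ZNF124. This circRNA had 24 reads at 0 Gy, 8 at 2 Gy and 3 at 4 Gy. For the 15 upregulated circRNAs, the reads summed to 24 at 0 Gy, 61 at 2 Gy and 55 at 4 Gy, with 5 to 18 reads per circRNA and a median of 9. All 15 had a higher mean logCPM at 4 Gy than at 0 Gy, 8 of them by at least 2-fold, and the means of 4 ran in order over the doses. In this group 0 had an unadjusted p under 0.05 for the trend, and in 0 of them did the libraries at 4 and 0 Gy not overlap. The lowest adjusted p for the trend was 0.851 in the upregulated group.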

Through integrated analysis of junction reads and logCPM by edgeR, we selected and validated 10 circRNAs using reverse transcription-quantitative polymerase chain reaction (RT-qPCR) (Fig. 1e and Table S2). 

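The 90 junction reads of Table S2 were equal to those used here, and its 90 logCPM values were equal within rounding to 2 decimals. Over the 10 circRNAs, the reads summed to 90 at 0 Gy, 57 at 2 Gy and 38 at 4 Gy, with a median of 14.5 reads per circRNA over the 9 libraries. The mean logCPM was lower at 4 Gy than at 0 Gy in 8 of the 10. The other 2 were higher, hsa_circ_0002457 of ATXN2 with 2, 3 and 6 reads at 0, 2 and 4 Gy and hsa_circ_0001523 of ZNF608 with 2, 1 and 8 reads. The paper's stated thresholds with means in order over the doses were met by 1 of the 10, hsa_circ_0001460. In 2 of the 10 every library at 4 Gy had fewer reads than every library at 0 Gy. These sums and this overlap are not set against the depth, and all junction reads together were also fewer in every library at 4 Gy. From edgeR, 2 of the 10 had an unadjusted p under 0.05 for the linear trend, and 0 had an adjusted p under 0.05.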

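The circRNA hsa_circ_0001460 is an exonic circle of NEIL3 on the plus strand of chromosome 4, from 178274462 to 178281831 on hg19. It had 7, 4 and 3 junction reads in the libraries at 0 Gy, 1, 1 and 2 at 2 Gy, and 0, 0 and 1 at 4 Gy. The mean was 4.67 ± 2.08 reads (SD, n = 3) at 0 Gy, 1.33 ± 0.577 at 2 Gy and 0.333 ± 0.577 at 4 Gy. The authors' logCPM for it was 11.78 ± 0.56 (SD, n = 3) at 0 Gy, 10.21 ± 0.51 at 2 Gy and 8.44 ± 1.36 at 4 Gy. The log2 fold change of 4 Gy against 0 Gy from edgeR was −3.14, with an unadjusted p of 0.00645 and an adjusted p of 0.594 over the 508 circRNAs. With 1 read at 4 Gy this fitted value depends on the prior count. The linear trend was −0.81 log2 units per Gy, with an unadjusted p of 0.00286 and an adjusted p of 0.438. By this p the circRNA ranked 3 of 508, after those of ZNF124 and ZBTB44. Among the 10 circRNAs of Table S2 its p was the smallest. Neither the fold change nor the trend passed the adjusted threshold. Every library at 4 Gy had fewer of these reads than every library at 0 Gy (exact permutation test, p = 0.1). There were 14 of its reads among 4420 junction reads at 0 Gy and 1 among 2850 at 4 Gy, a ratio per junction read of 0.111 (95% confidence interval 0.00262 to 0.728 from the exact Poisson test, which takes no account of the spread between libraries). Without 0 Gy replicate 1, which held 7 of the 14 reads, the unadjusted edgeR p was 0.0752 for 4 Gy against 0 Gy and 0.0692 for the trend. In simulated draws of a circRNA with mean reads close to these, the adjusted p for 4 Gy against 0 Gy passed in 2 of 20. From the junction reads and the logCPM the paper chose this circRNA, with the other 9 of Table S2, for RT-qPCR.

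**Figure D1:**
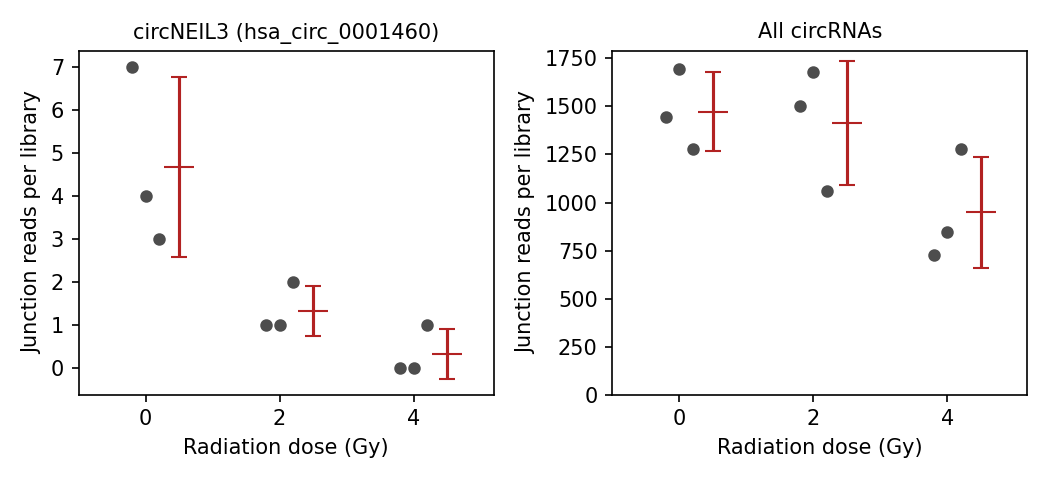
Junction reads of hsa_circ_0001460 (left) and of all circRNAs (right) per library against the radiation dose in Gy. Each point is a library and the red bar is the mean with the SD of 3 libraries. The reads of hsa_circ_0001460 were 3 to 7 per library at 0 Gy and 0 or 1 at 4 Gy.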

The results showed that *hsa_circ_0001460* (termed circNEIL3) was the most significantly downregulated circRNA in the LUAD cells treated with either 0, 2, or 4 Gy of radiation, respectively (Fig. 1a, e).

**Fig. 1:**
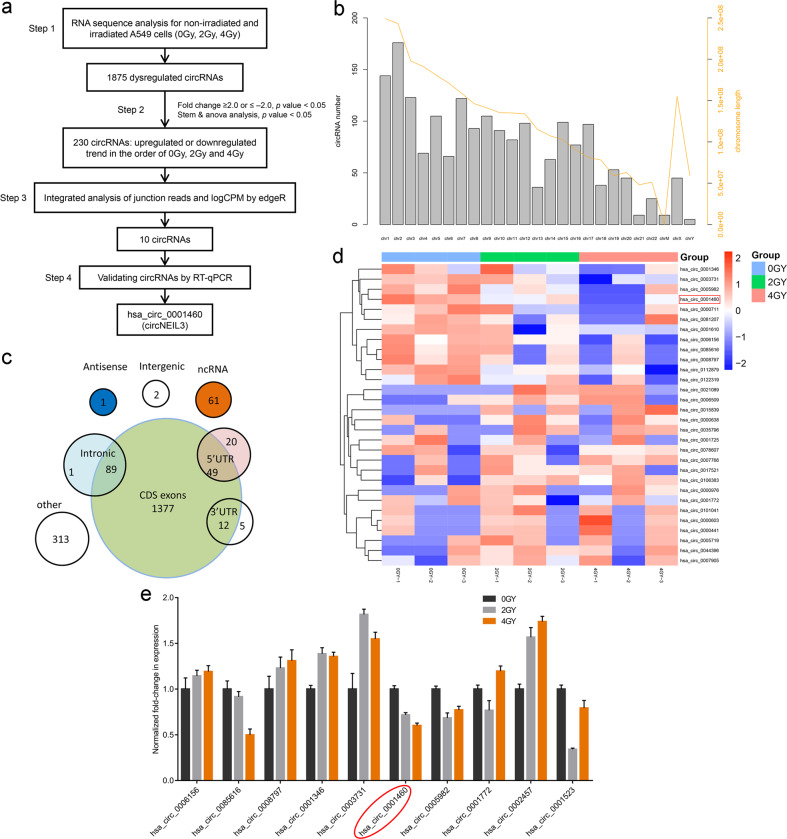
The circRNA expression profile workflow in the irradiated LUAD cells. **a** Flow chart for identifying and validating circRNAs in A549 cells. **b** Distribution map of circRNAs based on chromosome location. **c** Distribution map of circRNAs based on category. **d** Heatmap showing the top 15 most upregulated and top 15 most downregulated circRNAs in A549 cells treated with either 0, 2, or 4 Gy radiation, respectively. **e** Ten most representative circRNAs verified using RT-qPCR.

### Characterization of circNEIL3 in LUAD cells

We next evaluated the exon structure of circNEIL3, which is derived from exons 8 to 9 of the *NEIL3* gene with a length of 596 nucleotides located at chr4:178274462-178281831+. 

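The deposited annotation gives circNEIL3 the transcript NM_018248 and a length of 596 nucleotides. In the GENCODE annotation of GRCh38, the transcript NEIL3-201 has 10 exons. Its exon 8 lies on chromosome 4 from 177353308 to 177353728 and is 421 nucleotides long. Exon 9 lies from 177360503 to 177360677 and is 175 nucleotides long, so that the exons sum to 596. Around the back-spliced junction the reference sequence is TGTGGATTTTTTGAAATTCAGTGCTCAAGA, of which the first 15 bases end exon 9 and the last 15 begin exon 8. The junction reads count only reads across this join, which are the reads that tell the circle from the linear NEIL3 mRNA.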

We also amplified the back-spliced junction of circNEIL3 using divergent primers, which was confirmed by Sanger sequencing (Fig. 2a). This sequence is consistent with the circBase database annotation (http://www.circbase.org/). Subsequently, PCR analysis showed that divergent primers only amplified a band in complementary DNA and not in genomic DNA (Fig. 2b). RT-qPCR after RNase R treatment showed that circNEIL3 was resistant to RNase R digestion compared to *GAPDH* (Fig. 2c). The stability of circNEIL3 was further analyzed in A549 cells treated with actinomycin D, an inhibitor of transcription, suggesting that circNEIL3 was more stable than *NEIL3* (Fig. 2d). To observe the cellular localization of circNEIL3, the nuclear and cytoplasmic circNEIL3 RNA was detected by RT-qPCR. As shown in Fig. 2e, circNEIL3 transcripts were preferentially located in the cytoplasm. These results demonstrated the characteristics of circNEIL3 as a circRNA, implying that its biological stability may be beneficial to its function.

**Fig. 2:**
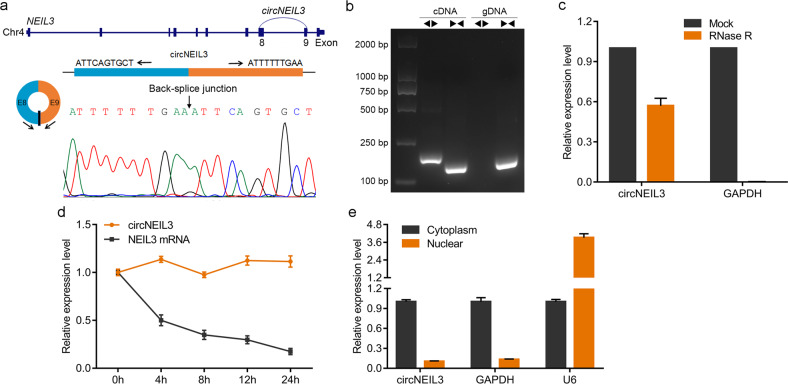
Characterization of circNEIL3 in LUAD cells. **a** Genomic location of circNEIL3. The back-spliced junction of circNEIL3 identified using Sanger sequencing. **b** PCR analysis for circNEIL3 in complementary DNA (cDNA) and genomic DNA (gDNA). **c** Relative levels of circNEIL3 and *GAPDH* detected using RT-qPCR after RNase R digestion, normalized to the value detected in the mock group. **d** RT-qPCR for the abundance of circNEIL3 and *NEIL3* in A549 cells treated with actinomycin D at the indicated time points. **e** Levels of circNEIL3 in the cytoplasmic and nuclear fractions of A549 cells.

### circNEIL3 deficiency is important for irradiation-induced pyroptosis in LUAD

To investigate the effect of circNEIL3 on LUAD radiotherapy, we utilized a small hairpin RNA lentiviral vector for stable knockdown of endogenous circNEIL3 in the A549 and H1299 cell lines. For ectopic overexpression of circNEIL3, exons 8–9 of *NEIL3* were cloned into the lentiviral vector. CircNEIL3 overexpression successfully upregulated circNEIL3 expression in both A549 and H1299 cells but had no effect on *NEIL3* mRNA expression (Fig. 3a). Similarly, circNEIL3 knockdown successfully downregulated circNEIL3 expression in LUAD cells, whereas *NEIL3* mRNA expression again showing no obvious change (Supplementary Fig. S2a). Morphologically, irradiation-treated A549 and H1299 cells exhibited large bubbles emerging from the plasma membrane and cell swelling, which highly resembled the characteristics of pyroptosis induced by the N-terminus of GSDMD [12], and circNEIL3 overexpression visibly inhibited this phenomenon (Fig. 3b). Conversely, stable knockdown of circNEIL3 remarkably increased the numbers of cell swelling and the formation of large bubbles (Supplementary Fig. S2b). The transmission electron microscopy also revealed multiple pores formed in the membranes of irradiation-treated A549 and H1299 cells (Fig. 3c).

**Fig. 3:**
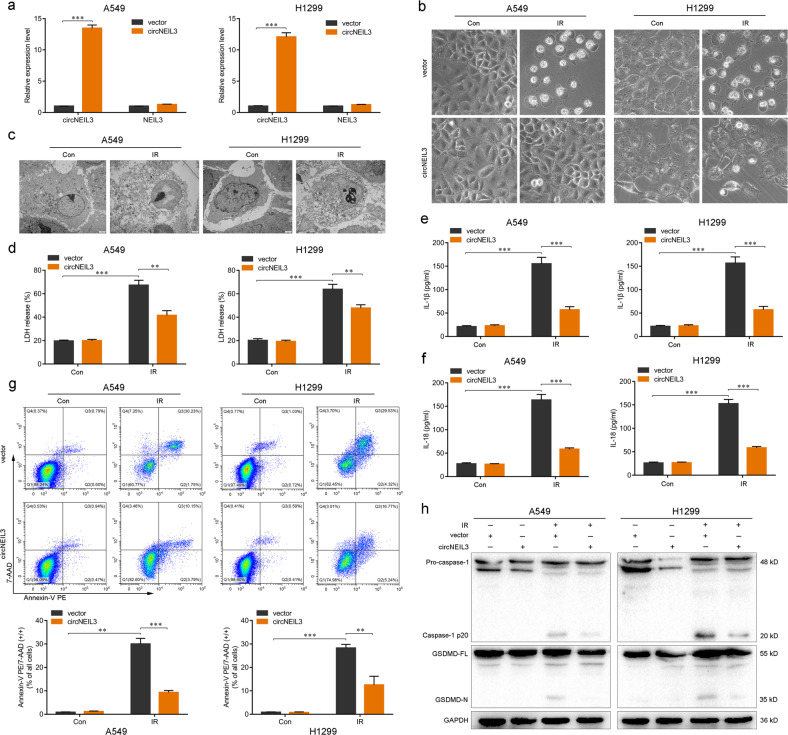
The importance of circNEIL3 expression in the irradiation-induced pyroptosis of LUAD cells. **a** Expression levels of circNEIL3 and NEIL3 in LUAD cells. **b** Representative images of LUAD cells treated with a 4-Gy dose of radiation after transfection for circNEIL3 overexpression. **c** Transmission electron microscopy images of LUAD cells 48 h after treated with 4 Gy dose of radiation. Scale bar 2 μm. **d**–**f** Enzyme-linked immunosorbent assays for quantifying the LDH, IL-1β, and IL-18 release of LUAD cells. **g** Percentage of Annexin V PE and 7-AAD double-positive cells in LUAD cells as detected using flow cytometry. **h** Analysis of pyroptosis markers (caspase-1, GSDMD-N) by western blotting in the indicated groups. **P < 0.01, ***P < 0.001, two-tailed Student’s *t*-test. *Con* control, *IR* irradiated.

Moreover, circNEIL3 overexpression significantly inhibited the release of lactate dehydrogenase (LDH) and the secretion of interleukin (IL)−1β and IL-18 in irradiated A549 and H1299 cells (Fig. 3d–f), whereas circNEIL3 knockdown led to a marked increase in the release of LDH and secretion of IL-1β and IL-18 (Supplementary Fig. S2c–e). Flow cytometry analysis showed fewer annexin V-PE and 7-AAD double-positive cells in circNEIL3-overexpressed A549 and H1299 cells treated with irradiation (Fig. 3g), whereas the opposite effects were observed for the circNEIL3 knockdown group (Supplementary Fig. S2f). Furthermore, western blotting showed that circNEIL3 overexpression suppressed the activity of caspase-1 to cleave GSDMD into GSDMD-N fragments with pore-forming activity (Fig. 3h), whereas, as expected, circNEIL3 knockdown had the opposite effects (Supplementary Fig. S2g). Taken together, these findings indicated that circNEIL3 deficiency plays a critical role in irradiation-induced pyroptosis in LUAD cells.

### circNEIL3 knockdown facilitates pyroptosis by targeting PIF1

To explore the molecular mechanism of circNEIL3 in regulating the pyroptosis of LUAD cells, we constructed and analyzed the ceRNA network for each circRNA using the miRanda and TargetScan tools (Supplementary Fig. S1c). Six predicted co-expressed mRNAs were found. 

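The same 9 libraries of A549 cells gave the mRNA values. The authors' notes name HISAT2, Cufflinks and Cuffdiff on hg19, and the deposited values are FPKM per gene, that is fragments per kilobase of transcript and per 1000000 fragments. A further set of values that the authors name counts is not whole and is scaled to a common library size. About 90% of its low values, 89.9% to 90.5% per library, lie within 2% of a whole multiple of a step that differs between libraries from 0.683 to 1.56. This step was taken as the worth of 1 fragment, which gave the fragments per library. The scaled values were not tested, apart from the interval for the ratio of PIF1 per fragment. The FPKM were tested here with limma on log2(FPKM + 1), with a trend of the spread over the mean and all 9 libraries in 1 fit. The test covered the 12105 genes with a mean FPKM of at least 1. At 4 Gy 592 genes differed from 0 Gy at an adjusted p under 0.05, of which 139 were higher and 453 were lower. In all 592 the libraries of the 2 doses did not overlap. The libraries did not overlap in 2914 of the 12105 genes, or 24.1%, where chance gives 10%. Over all genes tested the median log2 fold change was −0.05. With each library's median set equal, 212 genes were higher and 339 were lower. At 2 Gy 51 genes were higher and 91 were lower than at 0 Gy. Between 4 and 2 Gy limma called 0 genes, and 1155 had an unadjusted p under 0.05. A linear trend over the dose was called in 563 genes, of which 123 rose and 440 fell. The counts depended on single libraries: without 0 Gy replicate 1, 2 or 3, 319, 323 and 314 genes were called at 4 Gy. At 2 Gy 36, 55 and 25 genes were called without these libraries, 31, 241 and 27 without 2 Gy replicate 1, 2 or 3. Of the genes called at 2 Gy, 122 were also called at 4 Gy in the same direction, where independent lists of these sizes would share 0.586 higher and 3.41 lower genes. Both comparisons use the same 3 libraries at 0 Gy, so the lists are not independent. The log2 fold changes at 2 and 4 Gy had the same sign in 72.1% of the genes tested, and in 66.6% in simulated data with these shared controls and no effect.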

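PIF1 (ENSG00000140451) lies on the minus strand of chromosome 15 from 65107831 to 65117867 on hg19. Its FPKM was 5.00 ± 0.487 (SD, n = 3) at 0 Gy, 1.57 ± 0.580 at 2 Gy and 0.475 ± 0.124 at 4 Gy. The log2 fold change of 4 Gy against 0 Gy was −2.03 (standard error 0.23, adjusted p = 5.05e-04 from limma), and that of 2 Gy was −1.24 (adjusted p = 0.0287). These values rest on about 113 estimated fragments over the 3 libraries at 0 Gy and 7 at 4 Gy. NEIL3 (ENSG00000109674), the host gene of hsa_circ_0001460, lies on the plus strand of chromosome 4 from 178230990 to 178284097. Its FPKM was 6.64 ± 0.569 (SD, n = 3) at 0 Gy, 3.50 ± 1.93 at 2 Gy and 2.46 ± 0.642 at 4 Gy. The log2 fold change at 4 Gy was −1.16 (standard error 0.28, adjusted p = 0.0382 from limma) and that at 2 Gy had an adjusted p of 0.209. The adjusted p of NEIL3 at 4 Gy was 0.0902 with no filter on low values, 0.0534 with the medians set equal, and 0.0546 to 0.139 when any single library at 0 or 4 Gy was left out. On the scale of log2(FPKM + 1), on which the falls of genes at a low level are smaller than by the ratio of mean FPKM, the largest falls among the genes called were those of CENPA, with a log2 fold change of −3.29 (standard error 0.36, adjusted p = 4.14e-04), PBK with −3.22, TK1 with −3.08, CCNB2 with −2.995 and MKI67 with −2.95. RRM2, PRR11, UBE2C, PLK1 and DLGAP5 followed, with −2.94 to −2.84. By the ratio of mean FPKM PIF1 ranked 16 of the 453 genes called lower, after CENPA, PBK, TK1 and DLGAP5 with ranks of 3 to 13 and before CCNB2, PRR11, MKI67, RRM2, PLK1 and UBE2C with ranks of 19 to 45. Of 67 listed genes of G2/M and mitosis, 61 were lower and 0 higher (67 lower when adjusted over the list alone), with a median log2 fold change of −2.33. Of 48 listed genes of DNA replication, 29 were lower and 0 higher (38 lower when adjusted over the list alone), with a median of −1.13. In the list of homologous recombination and Fanconi anaemia genes, to which PIF1 belongs, 14 of 38 were lower and 0 higher (22 lower when adjusted over the list alone), with a median of −0.98. FANCI and EME1 had log2 fold changes of −2.12 and −2.05, and EME1 was not called at a pseudocount of 0.1, with no filter, or without 0 Gy replicate 1 or 3 (adjusted p 0.00710 to 0.0793 over the alternatives). All 3 lists passed the camera test of limma with its preset correlation, and with an estimated correlation the adjusted p was 0.0542, 0.0635 and 0.0452. The paper used the fall of mRNAs over the doses, beside the mRNAs that its network predicts, to choose a target of circNEIL3.

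**Figure D2:**
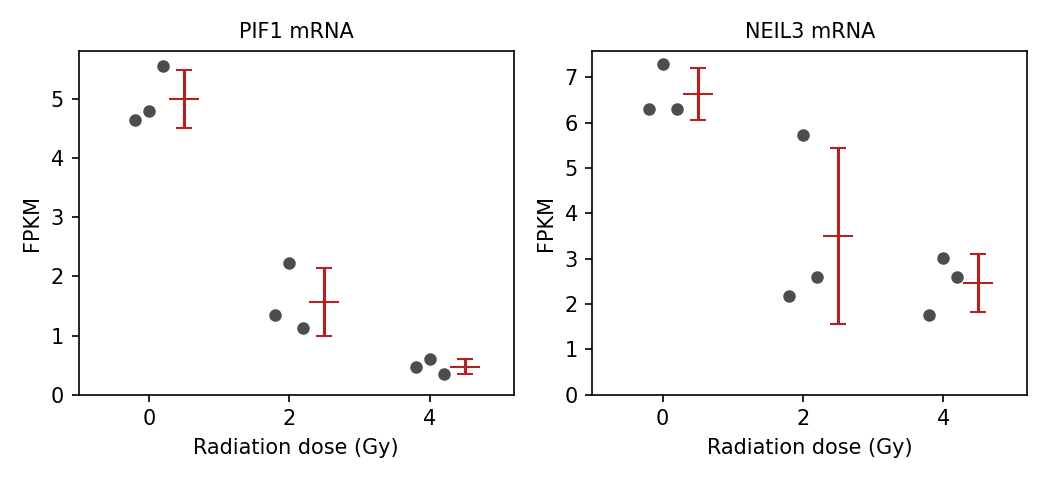
FPKM of PIF1 (left) and NEIL3 (right) per library against the radiation dose in Gy. Each point is a library and the red bar is the mean with the SD of 3 libraries. The mean of PIF1 falls from 5.00 to 0.475 FPKM and that of NEIL3 from 6.64 to 2.46 FPKM.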

Based on the hierarchical clustering heatmap of the first 30 mRNAs that showed a downward trend in the A549 cells treated with different doses (0, 2, or 4 Gy) of radiation, *PIF1* was the most obvious gene exhibiting a declining trend (Fig. 4a). Indeed, RT-qPCR and western blotting revealed that circNEIL3 knockdown significantly reduced the mRNA and protein levels of PIF1, and the opposite results were observed when circNEIL3 was overexpressed (Fig. 4b, c). Therefore, *PIF1* was considered as a major candidate target of circNEIL3.

**Fig. 4:**
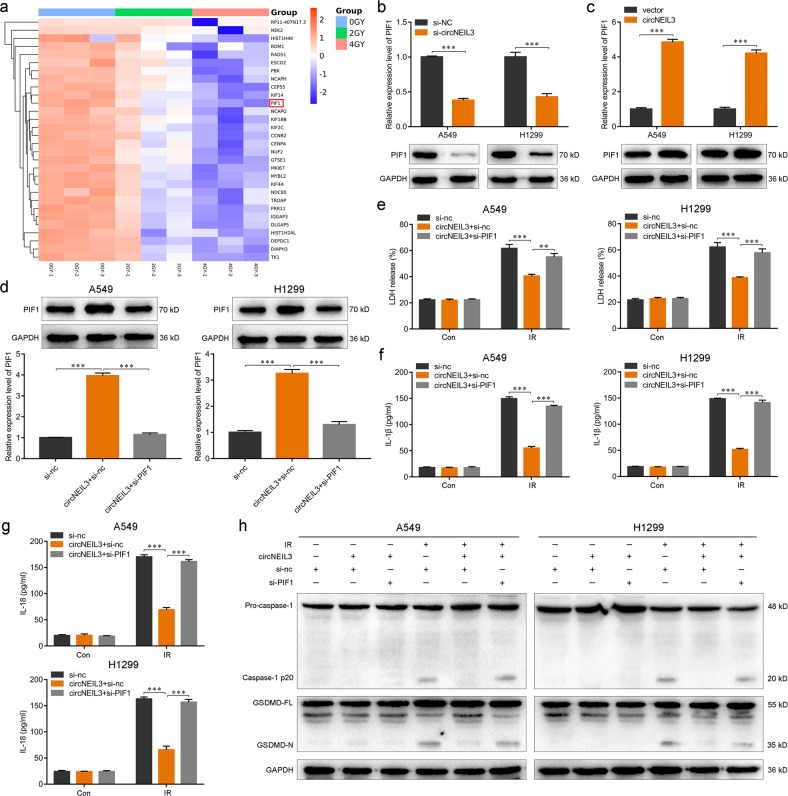
circNEIL3 facilitates pyroptosis by targeting PIF1. **a** Heatmap of the top 30 downregulated mRNAs in A549 cells treated with different doses (0, 2, or 4 Gy) of radiation. **b**, **c** Relative expression levels of PIF1 after circNEIL3 knockdown **b** or overexpression **c**. **d** Upregulation of PIF1 induced by circNEIL3 overexpression decreased by si-PIF1 treatment detected using both RT-qPCR and western blotting. **e**–**g** Enzyme-linked immunosorbent assays for LDH, IL-1β, and IL-18 release of cells in the indicated groups. **h** Upregulated expression of active-caspase-1 and GSDMD-N induced by circNEIL3 overexpression decreased by si-PIF1 treatment, detected using western blotting. **P < 0.01, ***P < 0.001, two-tailed Student’s *t*-test. Con, control; IR, irradiated.

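The names of the 30 genes in Fig. 4a were read from the figure, and their values come from the FPKM of the 9 libraries. All 30 had a mean FPKM of at least 1 and a negative log2 fold change at 4 Gy, from −3.29 to −1.46. Of these, 29 were called lower at 4 Gy, and the same number fell by the linear trend. The paper listed these 30 genes for their fall over the doses, so these counts are no independent test of it. The other gene, HIST1H4K, had an adjusted p of 0.0757 at 4 Gy, and histone genes share reads with near-identical copies.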

Cell pyroptosis after knockdown of PIF1 was examined to further study the function of circNEIL3 on PIF1. Among the small interfering RNAs (siRNAs) tested, mRNA and protein levels of PIF1 were reduced by at least 60% with si-h-PIF1_001 (Supplementary Fig. S3); therefore, we utilized this siRNA for subsequent experiments. The PIF1 upregulation effect of circNEIL3 overexpression was clearly decreased following si-PIF1 treatment (Fig. 4d). Notably, PIF1 knockdown significantly attenuated the effects of circNEIL3 on reducing LDH, IL-1β, and IL-18 levels in irradiation-treated A549 and H1299 cells (Fig. 4e–g). Furthermore, the effects of circNEIL3 overexpression on the levels of active caspase-1 and GSDMD-N involved in pyroptosis were reversed by PIF1 knockdown (Fig. 4h). These results suggested that circNEIL3 potentially modulates LUAD pyroptosis by targeting PIF1.

### circNEIL3 regulates PIF1 expression via direct binding to miR-1184

circRNAs can eliminate the inhibitory effects of miRNAs on downstream targets by acting as miRNA sponges [22, 26, 33]. Given that circNEIL3 was found to be mainly located in the cytoplasm (Fig. 2e) and its interaction is established by the ceRNA network (Supplementary Fig. S1c), we next explored whether circNEIL3 could function as an miR-1184 sponge to regulate the expression of PIF1. AGO2 immunoprecipitation was performed to determine whether circNEIL3 served as a platform for AGO2 and miR-1184. Compared with IgG, circNEIL3 and miR-1184 were significantly enriched in the AGO2 pulldown complex (Fig. 5a). Subsequently, we constructed dual luciferase reporter assays containing wild-type and mutated putative binding sites for either circNEIL3 or *PIF1* transcripts to confirm that circNEIL3 and *PIF1* could be regulated by miR-1184 (Fig. 5b). The miR-1184 mimics significantly reduced the luciferase activity of the circNEIL3 wild-type reporter compared with that of either the control or mutated luciferase reporter (Fig. 5c). Similarly, the luciferase activity of the *PIF1* wild-type reporter was markedly decreased when transfected with miR-1184 mimics (Fig. 5d).

**Fig. 5:**
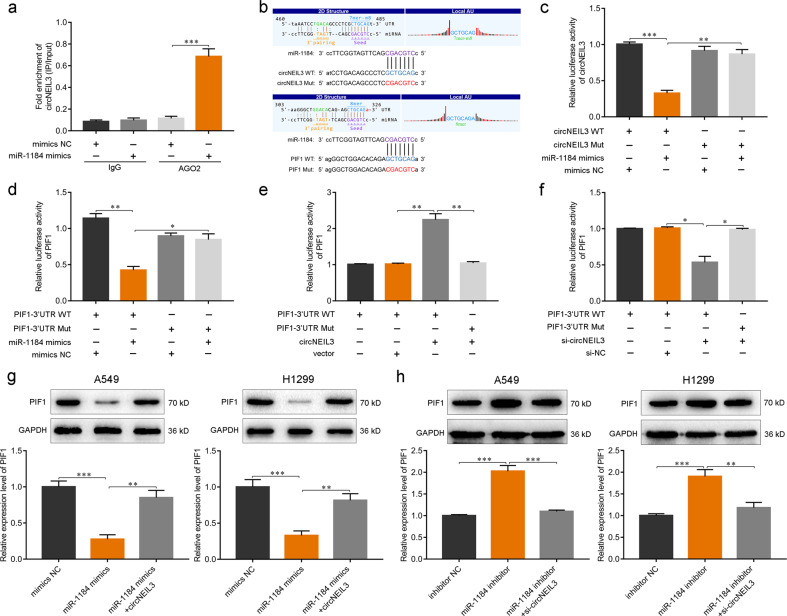
circNEIL3 regulates PIF1 expression via directly binding miR-1184. **a** RNA immunoprecipitation performed using AGO2 antibody in A549 cells transfected with miR-1184 mimics or negative control (NC) mimics, followed by the detection of circNEIL3 enrichment. **b** Wild-type (WT) and mutant (Mut) transcripts of circNEIL3 or the *PIF1* 3′-untranslated region (UTR) for luciferase reporters. **c**, **d** Dual luciferase reporter activity of circNEIL3 **c** and the PIF1 3′-UTR **d** in A549 cells co-transfected with either miR-1184 mimics or NC mimics. **e**, **f** Dual luciferase reporter activity of the *PIF1* 3′-UTR in A549 cells with circNEIL3 overexpression **e** or knockdown **f**. **g** Expression of PIF1 in LUAD cells transfected with miR-1184 mimics alone or co-transfected with circNEIL3. **h** Expression of PIF1 in LUAD cells transfected with miR-1184 inhibitor alone or co-transfected with si-circNEIL3. *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed Student’s *t*-test.

Moreover, circNEIL3 overexpression could further increase the luciferase activity of the *PIF1* wild-type reporter, whereas circNEIL3 knockdown reduced the activity level (Fig. 5e, f). Consistently, the miR-1184 mimics significantly reduced the mRNA and protein levels of PIF1 in A549 and H1299 cells, whereas circNEIL3 overexpression reversed these effects of miR-1184 on PIF1 expression (Fig. 5g). Conversely, circNEIL3 knockdown significantly eliminated the elevation of PIF1 expression caused by miR-1184 inhibitors (Fig. 5h). Taken together, these results demonstrated that circNEIL3 could directly bind to miR-1184 as a sponge to regulate the expression of PIF1.

### The circNEIL3/miR-1184/PIF1 axis mediates pyroptosis via the DNA damage pathway

Based on the results described above, we assessed the regulatory role of the circNEIL3/miR-1184/PIF1 axis on the occurrence of cell pyroptosis. The increase in the release of LDH, IL-1β, and IL-18 induced by miR-1184 mimics was remarkably suppressed by circNEIL3 overexpression in irradiation-treated A549 and H1299 cells (Fig. 6a–c). The levels of active caspase-1 and GSDMD-N were evidently increased by miR-1184 mimics, whereas circNEIL3 overexpression abolished this effect (Fig. 6d). These results suggested that pyroptosis mediated by the circNEIL3/miR-1184/PIF1 axis is important for the radiotherapy of LUAD.

**Fig. 6:**
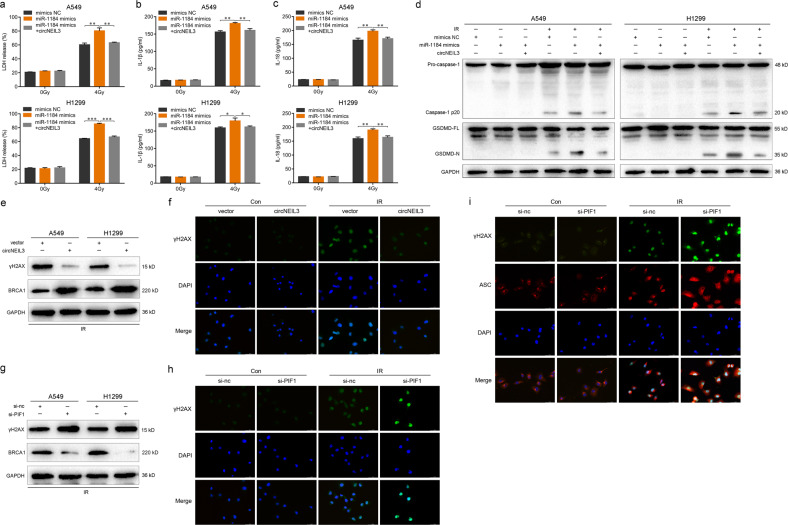
The circNEIL3/miR-1184/PIF1 axis mediates pyroptosis via the DNA damage repair pathway. **a**–**c** Enzyme-linked immunosorbent assays detecting the release of LDH, IL-1β, and IL-18 in LUAD cells transfected with miR-1184 mimics alone or co-transfected with circNEIL3. **d** Western blot of the expression of active-caspase-1 and GSDMD-N in the indicated groups. **e** Expression levels of γH2AX and BRCA1 in irradiated LUAD cells with circNEIL3 overexpression. **f** Immunofluorescence staining of γH2AX in A549 cells with or without circNEIL3 overexpression. **g** Expression levels of γH2AX and BRCA1 in irradiated LUAD cells with PIF1 knockdown. **h** Immunofluorescence staining of γH2AX in A549 cells treated with si-nc or si-PIF1. **i** Immunofluorescence co-staining of γH2AX and ASC in A549 cells treated with si-nc or si-PIF1. Scale bar, 50 μm. *P < 0.05, **P < 0.01, ***P < 0.001, two-tailed Student’s *t*-test. Con, control; IR, irradia*t*ed.

Previous studies have shown that the host *NEIL3* gene of circNEIL3 is a DNA glycosylase, which functions to remove DNA oxidative damage and modifies base excision repair [34, 35]. PIF1 helicase can affect the DNA replication of telomeres, ribosomes, and mitochondria; prevents the inappropriate addition of telomeres during DNA double-strand breaks; and reduces DNA damage [36–38]. Therefore, we next analyzed the γH2AX, a key marker of DNA damage.

After irradiation treatment, circNEIL3 overexpression significantly decreased γH2AX but increased BRCA1 protein levels (Fig. 6e). Whereas PIF1 knockdown promoted γH2AX, it inhibited BRCA1 protein levels compared to the control group (Fig. 6g). In parallel, immunofluorescence assay showed that the expression of γH2AX was reduced by circNEIL3 overexpression (Fig. 6f) but was increased by PIF1 knockdown (Fig. 6h). As DNA damage can activate the AIM2 inflammasome, thereby inducing cytokine production and GSDMD-mediated pyroptosis [39–41], we further detected the localization of ASC specks that co-stain with γH2AX. In A549 cells exposed to radiation following PIF1 knockdown, many of the ASC specks were detected in the nucleus of the DNA-damaged cells co-stained with γH2AX (Fig. 6i). Overall, these findings suggested that the circNEIL3/miR-1184/PIF1 axis mediates cell pyroptosis through the DNA damage pathway.

### circNEIL3 knockdown promotes radiation efficiency in vivo

To further explore the therapeutic potential of circNEIL3 in vivo, we established a subcutaneous tumor model in nude mice using A549 cells with or without circNEIL3 knockdown (Fig. 7a). Tumor xenograft analysis indicated that circNEIL3 knockdown efficiently enhanced the sensitivity of xenograft tumors to radiation treatment, and reduced the size and weight of the xenograft tumors (Fig. 7b–d). Immunohistochemistry analysis of tumor xenograft samples suggested that in the radiation-treated group, circNEIL3 knockdown elevated the expression of γH2AX, AIM2, cleaved caspase-1, and GSDMD, but reduced the levels of PIF1 and BRCA1 (Fig. 7e).

**Fig. 7:**
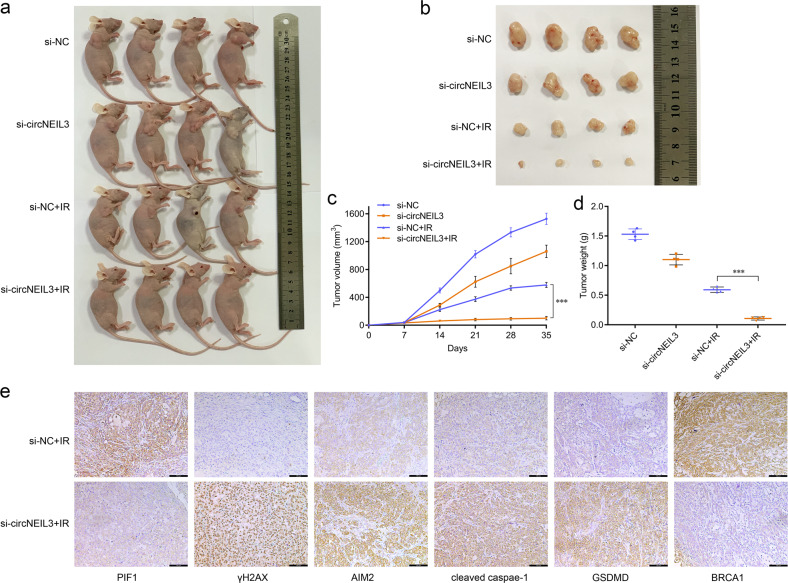
circNEIL3 knockdown promotes the radiation efficiency in vivo. **a** Images of nude mice with subcutaneous xenografts in the indicated groups. **b** Xenograft tumors isolated from sacrificed mice with or without radiation treatment (0 or 4 Gy/time/week) at the end of the experiment. **c** Volumes of subcutaneous xenograft tumors. **d** Average weights of xenograft tumors in the indicated groups. **e** Immunohistochemistry staining of DNA damage and pyroptosis biomarkers in subcutaneous tumors of mice injected with si-NC+IR vs si-circNEIL3+IR (scale bar, 100 μm).

## Discussion

The circRNA expression profile influences the occurrence and progression of cancer. Compared with linear parental genes, circRNAs are expressed more widely, stably, and specifically in cells, tissues, and body fluids [21, 42, 43], and thus have greater potential as targets for cancer treatment. However, the role of circRNAs in the process of pyroptotic cell death during LUAD radiotherapy remains unclear. In this study, we established, the first (to the best of our knowledge) expression profile of circRNAs in non‑irradiated and irradiated LUAD cells through RNA-seq. Subsequently, we identified circNEIL3 as a significantly downregulated circRNA in the LUAD cells treated with 0, 2, or 4 Gy of radiation. We then performed gain-of-function and loss-of-function experiments of circNEIL3 in LUAD cells, showing that circNEIL3 knockdown promoted cell pyroptosis, while circNEIL3 overexpression had the opposite effects, indicating that circNEIL3 was associated with the pyroptosis of LUAD cells treated with radiation.

The ceRNA hypothesis proposes that circRNAs eliminate the inhibitory effects of miRNAs on mRNA by acting as miRNA sponges, constructing a complex post-transcriptional regulatory network [19, 22, 44]. Comprehensive analysis of the ceRNA network and heatmap of the top 30 downregulated mRNAs revealed that *PIF1* might be the downstream target of circNEIL3. The experimental findings showed that circNEIL3 knockdown significantly reduced mRNA and protein levels of PIF1, whereas circNEIL3 overexpression had the opposite effects. The effects of circNEIL3 overexpression on inhibiting pyroptosis were also reversed by PIF1 knockdown in irradiation-treated LUAD cells.

Previous studies have reported that circRNAs and mRNAs could share miRNA response elements, competing for the binding to miRNAs, and regulating each other’s expression [21–23]. We found that miR-1184 markedly reduced the luciferase activity of the circNEIL3 luciferase reporter, and this miRNA was subsequently verified as the binding target of circNEIL3. In addition, PIF1 was identified as the direct target of miR-1184, and circNEIL3 significantly attenuated the effects of miR-1184 on PIF1. These results indicate that circNEIL3 may function as a ceRNA to regulate PIF1 by binding to miR-1184 as a sponge in LUAD.

The extent of cell pyroptosis was increased by miR-1184 mimics, whereas circNEIL3 overexpression distinctly abolished the effects of miR-1184. The host gene *NEIL3* of circNEIL3 plays an important role in eliminating DNA oxidative damage and base excision repair [34, 35, 45]. PIF1 helicase functions also affect DNA replication and DNA damage [36]. Therefore, we speculated that circNEIL3 could also affect DNA damage repair. Interestingly, the radiation-induced expression of γH2AX, a marker of DNA damage, was significantly weakened by circNEIL3 overexpression but was enhanced by PIF1 knockdown. In this study, we demonstrated that ASC specks co-stained with γH2AX in cells exposed to radiation after PIF1 knockdown, which suggests that the circNEIL3/miR-1184/PIF1 axis mediates cell pyroptosis induced by radiation through regulation of the DNA damage repair pathway.

To determine the effect of circNEIL3 on lung cancer radiotherapy in vivo, we established an A549 subcutaneous tumor model and showed that circNEIL3 knockdown can enhance radiation efficiency, resulting in a reduced size and weight of xenograft tumors accompanied by a higher expression of DNA damage and pyroptosis markers. Our study lacks validation with clinical specimens since it is difficult to obtain lung cancer tissue specimens following radiotherapy. Nonetheless, our results confirm the role of the circNEIL3/miR-1184/PIF1 axis in both tumor cells and subcutaneous tumors in mediating pyroptosis to regulate LUAD radiotherapy by regulating the DNA damage repair pathway.

Collectively, this study demonstrates that circNEIL3 exerts its function as a ceRNA by directly binding to miR-1184, thereby abrogating the endogenous inhibitory effect of miR-1184 on the target gene *PIF1*, and inducing significant DNA damage, which in turn triggers AIM2 inflammasome activation to induce pyroptosis, ultimately affecting survival in lung cancer radiotherapy (Fig. 8). These results suggest that the circNEIL3/miR-1184/PIF1 axis mediates cell pyroptosis by regulating the DNA damage repair pathway. Therefore, circNEIL3-related pyroptosis induction may serve as a potential therapeutic target to enhance radiotherapy in lung cancer.

**Fig. 8:**
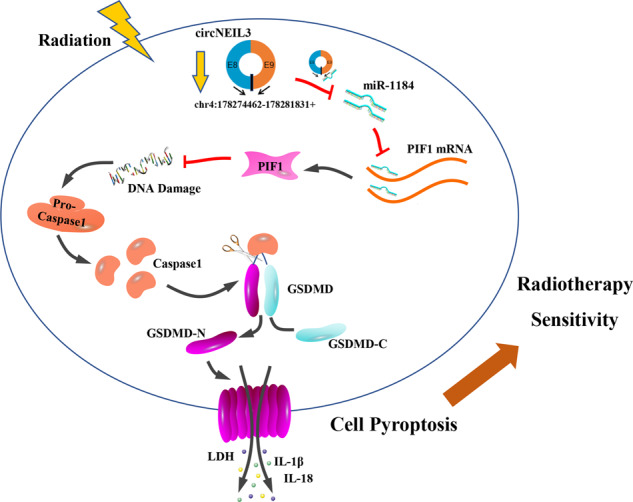
Diagram of the proposed mechanism and function of circNEIL3 in lung adenocarcinoma radiotherapy. circNEIL3 exerts its function as a ceRNA by directly binding to miR-1184, thereby abrogating the endogenous inhibitory effect of miR-1184 on the target gene PIF1, and inducing significant DNA damage, which in turn triggers AIM2 inflammasome activation to induce pyroptosis, ultimately affecting survival in lung cancer radiotherapy.

## Materials and methods

### Cell lines and cultures

The human LUAD cell lines A549 and NCI‑H1299 were purchased from The American Type Culture Collection and were authenticated by STR DNA profiling analysis. The LUAD cell lines were maintained in RPMI-1640 medium supplemented with 10% fetal bovine serum, 10 mM l-glutamine, and 5 mg/ml penicillin/streptomycin at 37 °C with 5% CO_2_. All media and supplements were purchased from Invitrogen (Carlsbad, CA, USA).

### Irradiation treatment

A549 cells (1 × 10^4^ cells/well) were seeded in 96‑well plates. After incubation for 24 h, the cells were exposed to various doses (0, 2, or 4 Gy) of radiation using the X‑RAD 160‑225 instrument (42 cm; 225 kV/s; 12.4 mA; 2.0 Gy/min; filter, 2 mm aluminum; Precision X‑Ray, North Branford, CT, USA) [46]. Based on our previous study [47], we performed the optimal radiosensitivity assessment after 48 h of radiation treatment. The irradiated LUAD cell lines refer to the adherent cells in the petri dish 48 h after 4 Gy dose of radiation treatment.

### Total RNA extraction and RT-qPCR

Total RNA was extracted using Total RNA Extraction Kit (Solarbio, Beijing, China), according to the manufacturer’s instructions, which was reverse-transcribed using iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). qPCR was then performed using a CFX96 Real-time System (Bio-Rad) with SYBR Green Supermix (Bio-Rad). Both procedures were performed according to the manufacturer’s instructions. The β-actin was used to be the internal controls of RT-qPCR analysis. The sequences of the primers used in this study are listed in Table S3.

### circRNA sequencing analysis

RNA libraries were constructed by CloudSeq Pte Ltd (Shanghai, China). circRNA-seq analysis was also performed by CloudSeq Pte Ltd. with a Bioanalyzer 2100 (Agilent, Santa Clara, CA) and sequenced by HiSeq 2000 (Illumina, San Diego, CA) on a 100 bp paired-end run [48]. The RNA-seq data were deposited in the Gene Expression Omnibus database (accession code: GSE124396).

### Cell viability assay

Cell viability was assessed by clonogenic survival assay. When the cell density reached 70%, cells were exposed to various doses (0, 2, or 4 Gy) of radiation. After 48 h, trypsin digestion was performed, cells were counted and re-seeded at 500 cells per well in a 6-well plate (Corning, Corning, NY, USA). Cells were cultured for 10 days with medium changes every 3 days. Colonies were washed with PBS, fixed in methanol, and stained with crystal violet. The data were expressed as percent survival relative to the control: ((treated count)/(average ctrl count)) × 100%.

### RNase R treatment

Total RNA (2 μg) was incubated at 37 °C for 30 min with or without 3 U/μg RNase R (Epicentre Technologies, Thane, Maharashtra, India), and subsequently purified using RNeasy MinElute Cleaning Kit (Qiagen, Hilden, Germany). All of the products obtained were used as substrates for complementary DNA synthesis and were analyzed by RT-qPCR.

### Actinomycin D assay

A549 cells were exposed to 2 μg/ml actinomycin D (Sigma-Aldrich, St. Louis, MO, USA) at various time points (0, 4, 8, 12, and 24 h). Cells were harvested and total RNA was extracted. The stability of circNEIL3 and *NEIL3* mRNA was analyzed using RT-qPCR.

### Cytoplasm and nuclear localization

The cytoplasm and nuclear fractions were separated and isolated from cells using NE-PER Extraction Kit (Thermo Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. Cytoplasmic and nuclear RNAs were then converted to complementary DNAs and detected by RT-qPCR.

### Vector construction and cell transfection

To overexpress circNEIL3 in LUAD cells, GM-7183: GPLVX-circRNA _Mini-GFP-Puro was used as the lentiviral vector and 1E8TU was used as the control virus. For circNEIL3 knockdown, siRNAs targeting the si-h-coding sequences were designed and inserted into a 2494-PGMLV-SC5 RNAi lentiviral vector. Both of the constructions of circNEIL3 overexpression and knockdown were performed by Genomeditech (Shanghai, China). Overexpression and knockdown efficiencies were evaluated by RT-qPCR. Cells were transfected using Lipofectamine 3000 (Invitrogen) and harvested after 48 h for further experiments.

### PIF1 knockdown

PIF1 was silenced in LUAD cells with an siRNA Kit (RiboBio, Guangzhou, China), according to the manufacturer’s instructions. The target sequences were as follows: si-h-PIF1_001, 5′-GGTTGGTCATTGACGAGAT-3′; si-h-PIF1_002, 5′-GAGGCAGACCTGTTTGACA-3′; and si-h-PIF1_003, 5′-GGGAAGTCATATCTGCTAA-3′. The corresponding negative control was also purchased from RiboBio. Knockdown efficiency was assessed by RT-qPCR and western blotting.

### LDH, IL-1β, and IL-18 release assay

LDH release was detected using LDH Cytotoxicity Assay Kit (Beyotime). The levels of IL-1β and IL-18 were measured with enzyme-linked immunosorbent assays using QuantiCyto IL-1β and IL-18 ELISA Kit, respectively (Enzyme-linked Biotechnology, Shanghai, China), according to the manufacturer’s instructions. The absorbance value was measured at 450 nm. Each experiment was repeated three times.

### Flow cytometry

Flow cytometry was used to measure pyroptosis using Annexin V-PE/7-AAD Detection Kit (KeyGEN, Jiangsu, China), according to the manufacturer’s instructions. The cells were analyzed using a flow cytometer (FACSCalibur, Becton-Dickinson, Franklin Lakes, NJ, USA).

### Western blot

The specific steps of the western blot assay were performed, as previously described [22, 33] with the following antibodies: anti-Caspase-1 (ab179515), anti-GSDMD (ab219800), anti-GSDMD-N (ab215203), anti-ASC (ab180799) and anti-AIM2 (ab93015) (Abcam, Cambridge, UK); anti-γH2AX (9718) (CST, Danvers, MA, USA); anti-PIF1 (19006-1-AP), anti-BRCA1 (22362-1-AP), anti-GAPDH (60004-1-Ig), and the secondary antibodies (Proteintech, Wuhan, China). Blots were conjugated with the chemiluminescent horseradish peroxidase substrate (Millipore), visualized, and quantified by Quantity 5.2 (Bio-Rad) according to the manufacturers’ instructions.

### RNA immunoprecipitation

RNA immunoprecipitation experiments were performed using Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore) according to the manufacturer’s protocols. AGO2 antibody was used for the RNA immunoprecipitation assay (Cell Signaling Technology). Co-precipitated RNA was detected by RT-qPCR.

### Dual-luciferase reporter assay

For the luciferase reporter vector, the sequence of circNEIL3 and the *PIF1* 3′ untranslated region was cloned downstream of the pGL3-promoter. For the mutant version, the sequence fragment of circNEIL3 (478–484: GCTGCAG), the binding site for miR-1184, was changed to CGACGTC with pmiR-RB-Report^TM^ vector (RiboBio). Similarly, the sequence fragment of *PIF1* (319–325: GCTGCAG) was changed to CGACGTC with pmiR-RB-Report^TM^ vector. 

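Counted from the first base of exon 8, the sequence GCTGCAG occurs 1 time in the 596 nucleotides of circNEIL3 and 0 times across its back-spliced junction. The site at 478 to 484 lies in exon 9, on chromosome 4 of GRCh38 from 177360559 to 177360565. The reference sequence around it is GACAGCCCTCGCTGCAGTAAACACAAC. Since the site is in an exon, the linear NEIL3 mRNA carries it as well.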

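Positions in the 3′ untranslated region of PIF1 were counted here from the first base after the stop codon of PIF1-201, whose region is 666 nucleotides long. The site at 319 to 325 lies in exon 13 on chromosome 15 of GRCh38, from 64815973 to 64815979 on the minus strand. The reference sequence around it is TGGACACAGAGCTGCAGAGTCCTGAAC. GCTGCAG occurs in 2 places in this region, and the second copy is at 350 to 356, from 64815942 to 64815948. Its reference sequence is CTCCTTTCAGGCTGCAGAAGGGAGAGG. The transcript PIF1-205, with a region of 661 nucleotides, has both copies at the same positions.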

The constructed and identified wild-type and mutant circNEIL3 and *PIF1* forms were verified by RiboBio. The specific steps of the dual luciferase reporter assay were performed as described previously [22]. The luciferase activity was measured using a dual luciferase reporter assay system (Promega, Madison, WI, USA). The luciferase values were normalized to the corresponding *Renilla* luciferase values, and then the fold changes were calculated.

### Immunofluorescence

The immunofluorescence assay was performed according to previous reports [7, 23]. Immunofluorescence images were obtained using an Olympus BX51 microscope (Olympus, Tokyo, Japan) equipped with various objectives and a DP50 camera. Images were processed using DPC controller software (Olympus).

### Mouse xenograft model

All xenograft experiments were performed in accordance with the guidelines of the Laboratory Animal Ethical Committee at Chengdu Medical College. All experimental protocols were approved by the Laboratory Animal Ethical Committee at Chengdu Medical College. A subcutaneous tumorigenic model was established to study the role of circNEIL3 on the efficacy of LUAD radiotherapy in vivo. BALB/c-Female nude mice (4–5 weeks of age, 14–16 g) were purchased from Dossy Experimental Animals Co., Ltd (Chengdu, China). Before performing the experiment, mice were randomly assigned to four treatment groups (si-NC, si-circNEIL3, si-NC + IR and si-circNEIL3+IR), with four mice in each group. A549 cells with or without circNEIL3 knockdown (1 × 10^6^) were suspended in 100 μl serum-free RPMI-1640 medium and injected subcutaneously into the axilla of each nude mouse. Seven days after cell implantation, when the tumor volume was approximately 30–40 mm^3^, each nude mice in the IR groups was exposed to radiation treatment under anesthesia using an X-RAD 160-225 instrument (Precision XRay, Inc., Branford, CT, USA; filter: 2 mm AI; 42 cm, 225 kV/s, 12.4 mA, 2.0 Gy/min) (4 Gy dose/each time per mice per week). Individual cylindrical lead cover shields were used so that only the subcutaneous tumor in the axilla was exposed to radiation. Vernier calipers were used to measure the tumor growth every 7 days, according to the formula *V* = (a × b^2^)/2 to detect the tumor volume, where a and b are the maximum and minimum diameter in millimeters, respectively. After four weeks, the mice were sacrificed and weighed immediately after dissection.

### Immunohistochemistry

Immunohistochemistry was performed as previously reported [23]. The images were obtained using an Olympus BX51 microscope (Olympus, Tokyo, Japan) equipped with various objectives and a DP50 camera. Images were processed using DPC controller software (Olympus).

### Statistical analysis

All experiments in this study were independently performed with at least three biological replicates. Data analysis was performed with the statistical program GraphPad Prism 7.0 (GraphPad Software, San Diego, CA, USA). The results are presented as the mean ± standard deviation unless otherwise indicated. Statistical analyses were performed using two-tailed Student’s t-tests to compare the significance of differences between two experimental groups. A value of *P* < 0.05 was considered statistically significant.

## Supplementary information

aj-checklist

Supplementary figure and table legends

Table S1. The top 30 dysregulated circRNAs in A549 cells treated with different doses of radiation.

Table S2. The top 10 meaningful circRNAs based on the junction reads and logCPM values by edgeR.

Table S3. Primer sequences for RT-qPCR used in this study.

Figure S1. Bioinformatics analysis of circRNAs in LUAD cells.

Figure S2. circNEIL3 knockdown can promote irradiation-induced pyroptosis in LUAD cells.

Figure S3. Knockdown efficiency of PIF1 detected by RT-qPCR and western blot.

## Data Availability

The RNA-seq data were deposited in the GEO database (accession code: GSE124396).

# Supplementary material for: CircNEIL3 mediates pyroptosis to influence lung adenocarcinoma radiotherapy by upregulating PIF1 through miR-1184 inhibition
**Source:** Cell Death Dis. 2022 Feb 21;13(2):167. doi: 10.1038/s41419-022-04561-x
**Supplement:** Supplementary file 2 — Supplementary figure and table legends

**Supplementary Information**

**Tables:**

**Table S1.** The top 30 dysregulated circRNAs in A549 cells treated with different doses of radiation.

**Table S2.** The top 10 meaningful circRNAs based on the junction reads and logCPM values by edgeR.

**Table S3.** Primer sequences for RT-qPCR used in this study.

**Figures:**

**Fig. S1** Bioinformatics analysis of circRNAs in LUAD cells. **a** Heatmap showing 1875 differentially expressed circRNAs in A549 cells treated with different doses (0, 2, 4 Gy) of radiation. **b** The clonogenic survival assay showing the responses of A549 cells to different doses (0, 2, 4 Gy) of radiation. **c** The circRNA-miRNA-mRNA network for the top 10 most meaningful circRNAs based on the junction reads and logCPM values by edgeR. **P* < 0.05, ****P* < 0.001, two-tailed Student’s t-test.

**Fig. S2** circNEIL3 knockdown can promote irradiation-induced pyroptosis in LUAD cells. **a** Expression levels of circNEIL3 and NEIL3 in LUAD cells treated with circNEIL3 siRNA. **b** Representative images of LUAD cells in the indicated groups. **c–e** Enzyme-linked immunosorbent assays for LDH, IL-1β, and IL-18 release of LUAD cells. **f** Percentage of Annexin V PE and 7-AAD double-positive cells in LUAD cells as detected by flow cytometry. **g** Analysis of pyroptosis markers (caspase-1, GSDMD-N) by western blotting in LUAD cells with and without circNEIL3 knockdown. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, two-tailed Student’s t-test. Con, control; IR, irradiated.

**Fig. S3** Knockdown efficiency of PIF1 detected by RT-qPCR and western blot. ****P* < 0.001.

# Supplementary material for: CircNEIL3 mediates pyroptosis to influence lung adenocarcinoma radiotherapy by upregulating PIF1 through miR-1184 inhibition
**Source:** Cell Death Dis. 2022 Feb 21;13(2):167. doi: 10.1038/s41419-022-04561-x
**Supplement:** Supplementary file 3 — Table S1. The top 30 dysregulated circRNAs in A549 cells treated with different doses of radiation.

| **circRNA** | **Gene sample** | | | **logCPM by edgeR** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **downregulation (15)** | |  | 0Gy-1 | | 0Gy-2 | 0Gy-3 | 2Gy-1 | 2Gy-2 | 2Gy-3 | 4Gy-1 | 4Gy-2 | 4Gy-3 |
| hsa_circ_0112879 | | ZNF124 | 12.20 | | 12.83 | 12.70 | 10.73 | 11.31 | 11.33 | 10.18 | 11.06 | 7.66 |
| hsa_circ_0000711 | | NFATC3 | 11.26 | | 11.56 | 12.05 | 11.95 | 10.78 | 10.80 | 10.18 | 10.19 | 11.39 |
| hsa_circ_0008797 | | GSK3B | 11.26 | | 9.83 | 10.82 | 9.90 | 7.66 | 9.95 | 7.66 | 10.19 | 7.66 |
| hsa_circ_0122319 | | PLOD2 | 9.89 | | 11.87 | 12.30 | 9.90 | 9.94 | 11.33 | 7.66 | 11.06 | 7.66 |
| hsa_circ_0001346 | | RNF13 | 13.17 | | 12.52 | 11.74 | 13.49 | 11.70 | 12.02 | 11.04 | 11.06 | 12.34 |
| hsa_circ_0006156 | | FNDC3B | 11.26 | | 9.83 | 10.82 | 10.73 | 9.94 | 9.95 | 7.66 | 10.19 | 7.66 |
| hsa_circ_0001460 | | NEIL3 | 12.41 | | 11.56 | 11.35 | 9.90 | 9.94 | 10.80 | 7.66 | 7.66 | 10.01 |
| hsa_circ_0001610 | | TNFRSF21 | 11.64 | | 11.87 | 11.74 | 11.65 | 7.66 | 10.80 | 10.18 | 10.19 | 10.01 |
| hsa_circ_0078607 | | SLC22A3 | 12.60 | | 12.33 | 7.66 | 11.65 | 11.70 | 7.66 | 11.04 | 11.06 | 11.39 |
| hsa_circ_0001725 | | LMTK2 | 11.26 | | 12.12 | 9.98 | 10.73 | 11.70 | 9.95 | 10.18 | 11.99 | 10.01 |
| hsa_circ_0081207 | | LMTK2 | 9.89 | | 11.18 | 10.82 | 9.90 | 7.66 | 9.95 | 7.66 | 7.66 | 11.78 |
| hsa_circ_0001772 | | RBM33 | 11.26 | | 9.83 | 11.74 | 11.26 | 10.78 | 7.66 | 10.18 | 11.60 | 10.01 |
| hsa_circ_0085616 | | ASAP1 | 11.26 | | 9.83 | 10.82 | 10.73 | 7.66 | 9.95 | 7.66 | 10.19 | 7.66 |
| hsa_circ_0005982 | | PTK2 | 11.64 | | 10.66 | 12.30 | 9.90 | 10.78 | 9.95 | 7.66 | 7.66 | 11.39 |
| hsa_circ_0003731 | | PTGR1 | 11.26 | | 11.18 | 11.74 | 11.65 | 10.78 | 9.95 | 7.66 | 10.19 | 10.01 |
| **upregulation (15)** | |  |  | |  |  |  |  |  |  |  |  |
| hsa_circ_0005719 | | NPHP4 | 7.66 | | 7.66 | 9.98 | 10.73 | 9.94 | 7.66 | 10.18 | 7.66 | 10.01 |
| hsa_circ_0007905 | | STX6 | 9.89 | | 7.66 | 11.35 | 10.73 | 11.70 | 9.95 | 11.97 | 7.66 | 11.39 |
| hsa_circ_0015839 | | CAMSAP2 | 7.66 | | 7.66 | 7.66 | 9.90 | 7.66 | 9.95 | 7.66 | 10.19 | 10.86 |
| hsa_circ_0017521 | | AKR1E2 | 7.66 | | 11.18 | 7.66 | 11.26 | 9.94 | 9.95 | 10.18 | 11.06 | 7.66 |
| hsa_circ_0021089 | | STK33 | 7.66 | | 7.66 | 7.66 | 7.66 | 10.78 | 9.95 | 10.18 | 10.19 | 7.66 |
| hsa_circ_0000441 | | MED13L | 9.89 | | 7.66 | 7.66 | 9.90 | 9.94 | 7.66 | 11.04 | 7.66 | 10.01 |
| hsa_circ_0101041 | | DNAJC3 | 9.89 | | 7.66 | 7.66 | 9.90 | 10.78 | 7.66 | 10.18 | 7.66 | 10.01 |
| hsa_circ_0000603 | | TEX9 | 9.89 | | 7.66 | 7.66 | 9.90 | 9.94 | 7.66 | 11.97 | 7.66 | 10.01 |
| hsa_circ_0035796 | | HERC1 | 7.66 | | 9.83 | 7.66 | 7.66 | 10.78 | 9.95 | 7.66 | 10.19 | 10.01 |
| hsa_circ_0006509 | | MYO9A | 7.66 | | 7.66 | 9.98 | 9.90 | 10.78 | 9.95 | 11.04 | 11.06 | 7.66 |
| hsa_circ_0000638 | | ETFA | 10.73 | | 7.66 | 7.66 | 9.90 | 11.70 | 9.95 | 7.66 | 11.60 | 10.01 |
| hsa_circ_0106383 | | SPECC1 | 7.66 | | 10.66 | 7.66 | 10.73 | 10.78 | 11.33 | 10.18 | 11.60 | 10.86 |
| hsa_circ_0007766 | | ERBB2 | 7.66 | | 10.66 | 7.66 | 11.26 | 9.94 | 7.66 | 11.04 | 10.19 | 10.86 |
| hsa_circ_0044396 | | IGF2BP1 | 7.66 | | 7.66 | 10.82 | 9.90 | 10.78 | 9.95 | 10.18 | 7.66 | 10.86 |
| hsa_circ_0000976 | | HPCAL1 | 7.66 | | 7.66 | 11.35 | 10.73 | 11.70 | 7.66 | 7.66 | 11.60 | 10.01 |

**Table S1.** The top 30 dysregulated circRNAs in A549 cells treated with different doses of radiation.

# Supplementary material for: CircNEIL3 mediates pyroptosis to influence lung adenocarcinoma radiotherapy by upregulating PIF1 through miR-1184 inhibition
**Source:** Cell Death Dis. 2022 Feb 21;13(2):167. doi: 10.1038/s41419-022-04561-x
**Supplement:** Supplementary file 4 — Table S2. The top 10 meaningful circRNAs based on the junction reads and logCPM values by edgeR.

**Table S2.** The top 10 meaningful circRNAs based on the junction reads and logCPM by edgeR.

|  | **junction reads** | | | | | | | | | **logCPM by edgeR** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **circRNA** | **0Gy-1/2/3** | | | **2Gy-1/2/3** | | | **4Gy-1/2/3** | | | **0Gy-1/2/3** | | | **2Gy-1/2/3** | | | **4Gy-1/2/3** | | |
| hsa_circ_0006156 | 3 | 1 | 2 | 2 | 1 | 1 | 0 | 1 | 0 | 11.26 | 9.83 | 10.82 | 10.73 | 9.94 | 9.95 | 7.66 | 10.19 | 7.66 |
| hsa_circ_0085616 | 3 | 1 | 2 | 2 | 0 | 1 | 0 | 1 | 0 | 11.26 | 9.83 | 10.82 | 10.73 | 7.66 | 9.95 | 7.66 | 10.19 | 7.66 |
| hsa_circ_0008797 | 3 | 1 | 2 | 1 | 0 | 1 | 0 | 1 | 0 | 11.26 | 9.83 | 10.82 | 9.90 | 7.66 | 9.95 | 7.66 | 10.19 | 7.66 |
| hsa_circ_0001346 | 12 | 8 | 4 | 15 | 4 | 5 | 2 | 2 | 6 | 13.17 | 12.52 | 11.74 | 13.49 | 11.70 | 12.02 | 11.04 | 11.06 | 12.34 |
| hsa_circ_0003731 | 3 | 3 | 4 | 4 | 2 | 1 | 0 | 1 | 1 | 11.26 | 11.18 | 11.74 | 11.65 | 10.78 | 9.95 | 7.66 | 10.19 | 10.01 |
| hsa_circ_0001460 | 7 | 4 | 3 | 1 | 1 | 2 | 0 | 0 | 1 | 12.41 | 11.56 | 11.35 | 9.90 | 9.94 | 10.80 | 7.66 | 7.66 | 10.01 |
| hsa_circ_0005982 | 4 | 2 | 6 | 1 | 2 | 1 | 0 | 0 | 3 | 11.64 | 10.66 | 12.30 | 9.90 | 10.78 | 9.95 | 7.66 | 7.66 | 11.39 |
| hsa_circ_0001772 | 3 | 1 | 4 | 3 | 2 | 0 | 1 | 3 | 1 | 11.26 | 9.83 | 11.74 | 11.26 | 10.78 | 7.66 | 10.18 | 11.60 | 10.01 |
| hsa_circ_0002457 | 0 | 1 | 1 | 2 | 1 | 0 | 2 | 1 | 3 | 7.66 | 9.83 | 9.98 | 10.73 | 9.94 | 7.66 | 11.04 | 10.19 | 11.39 |
| hsa_circ_0001523 | 2 | 0 | 0 | 0 | 1 | 0 | 1 | 1 | 6 | 10.73 | 7.66 | 7.66 | 7.66 | 9.94 | 7.66 | 10.18 | 10.19 | 12.34 |

# Supplementary material for: CircNEIL3 mediates pyroptosis to influence lung adenocarcinoma radiotherapy by upregulating PIF1 through miR-1184 inhibition
**Source:** Cell Death Dis. 2022 Feb 21;13(2):167. doi: 10.1038/s41419-022-04561-x
**Supplement:** Supplementary file 5 — Table S3. Primer sequences for RT-qPCR used in this study.

**Table S3.** Primer sequences for RT-qPCR used in this study.

| **Gene** | **Forward primer, 5’ to 3’** | **Reverse primer, 5’ to 3’** | **Variation tendency** |
| --- | --- | --- | --- |
| hsa_circ_0006156 | GCAAGAAGCAGCCCAAAGTCG | TTGGAGACATGGCTGAGGGG | down-regulated |
| hsa_circ_0085616 | GGACTACAACTCGCCCACCA | GAGATCTGGTCCGGCATCCA | down-regulated |
| hsa_circ_0008797 | GCGAGACACACCTGCACTCT | TCCACACCACTATCCCCTGGA | down-regulated |
| hsa_circ_0001346 | AGTGGGCATCTGTCTCATCTTGA | GTGTGGCTGACAGCATGAGC | down-regulated |
| hsa_circ_0003731 | TGAAGAAAGCGTCTCCTGATGGT | GTCTGGCCACTCTGTCAGCA | down-regulated |
| hsa_circ_0001460 | GATGGGGAAAACAAGGGCAG | TTCCAAAAGTATTACACGGGT | down-regulated |
| hsa_circ_0005982 | TGTGCTCTTGGTTCAAGCTGG | TGGGGTCAAGGTAAGCAGCT | down-regulated |
| hsa_circ_0001772 | ACAGTATGAAGGCCACGAAGCT | GCCAGATAGCAAATCTTCTCCAAGTA | down-regulated |
| hsa_circ_0002457 | ACAGAATCCAGTTCGGGGCC | ACTGAGGCAGTCCTTTGTTACTGT | up-regulated |
| hsa_circ_0001523 | TCTTGGGCCCTGTGAACCTG | GGCGCTGGCACTGTAAACAG | up-regulated |
| GAPDH | GGCCTCCAAGGAGTAAGACC | AGGGGAGATTCAGTGTGGTG |  |
| U6 | CTCGCTTCGGCAGCACA | AACGCTTCACGAATTTGCGT |  |
| NEIL3 | GCAGGCTGCTGCACTGAATA | CCCAAAGTTTCCACGCCACT |  |
| PIF1 | GGGGCGAGATGGGATTGTG | ACCGATAAGTTTTTCACCAGCAT |  |
| β-actin | CCTGGCACCCAGCACAAT | GGGCCGGACTCGTCATAC |  |

How the deposited data were processed for this re-analysis (not part of the article)

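RNA-seq of A549 cells at 0, 2 and 4 Gy was analysed here, with 3 libraries per dose and 9 in all. The deposited circRNA values are junction reads, which are counts, and the authors' logCPM, which is the log2 of CPM from edgeR. The deposited mRNA and lncRNA values are FPKM as the authors computed them. The deposited columns that the authors name counts hold an estimated count of fragments scaled to a common library size, so they were read as a signal and not as raw counts. The authors' tools are STAR 2.5.1b, edgeR 3.16.5, HISAT2 2.0.4, Cufflinks and Cuffdiff 2.2.1 on hg19, as their processing notes list them without giving each tool's step. Which annotation the authors used is not given in the sources used here. Sites and exons were found in the GENCODE annotation and sequence of GRCh38, and no position of one assembly was set against the other. The RT-qPCR, western blot, ELISA, flow cytometry, luciferase and animal experiments were not analysed here.

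The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The tests of the comparisons, their thresholds, the gene lists and the alternatives of the comparisons were set before the data were examined, apart from 1 alternative of the screening rule. The estimate of fragments, the comparison of the lists at 2 and 4 Gy, the positions of the libraries, the ranks by the ratio of mean FPKM, the tests of explanations, the counts over other groupings and the chance count for the site were chosen after the data or the results had been seen. The values of Tables S1 and S2 and of Fig. 4a had been seen before these choices were made. The circRNAs with at least 5 junction reads over the 9 libraries were tested with the quasi-likelihood test of edgeR and TMM factors, for any dose, for each dose against 0 Gy and for a linear trend over the dose. With the doses as groups, all 9 libraries were in 1 fit with 6 residual degrees of freedom. The linear trend came from a separate fit of the 9 libraries, with the dose as a number. The Benjamini-Hochberg adjusted p had to be under 0.05. The paper's stated thresholds were applied to the authors' logCPM, and STEM, miRanda and TargetScan were not run. Single values per library were compared by exact permutation tests, whose smallest two-sided p is 0.1 with 3 libraries against 3. The 9 libraries can be divided into 3 groups of 3 in 280 ways, and these gave the exact p of the separation of the circRNA profiles.

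mRNAs were tested by limma with a trend on log2(FPKM + 1) for genes with a mean FPKM of at least 1, which left 12105 of 20307. For lncRNAs the FPKM of 37684 transcripts were summed per gene symbol, and the pseudocount and the minimum were 0.5, which left 3783 symbols. The genes named come from the 10 with the highest and the 10 with the lowest log2 fold change among those called whose libraries at 4 and 0 Gy do not overlap, every gene the paper names, and up to 4 called members of each gene list with the largest absolute change, or the 2 most abundant if no member was called. For circRNAs they come from those of Tables S1 and S2 and the 5 with the smallest p for the trend, and for lncRNAs the listed ones and the 5 highest and 5 lowest among those called. Ribosomal protein and mitochondrially encoded genes were left out of the 10 highest and lowest, and any other name is said to have been chosen after its value was seen. Not every gene, lncRNA or circRNA that the rule allows is printed, and the value of 1 of them is not reported here. Gene lists were tested by camera in limma with a preset correlation of 0.01 and with an estimated correlation, and by fry. fry asks whether the genes of a list move on balance one way, and does not compare them with other genes.

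The worth of 1 fragment in the scaled values was found per library as the step of which the low values are whole multiples within 2%, and in simulated values with known steps the step was found. Fragments served for depth and for the ratios of PIF1 and circNEIL3 per fragment, with their intervals and the exact Poisson test. Junction reads ranged from 725 to 1693 per library and fragments from 2847642 to 6625734. Intervals for ratios of counts are exact 95% intervals and cover counting error only. Each test was run on simulated data with known changes. At 20 times the depth, edgeR recovered 86.5% of 200 circRNAs changed 4-fold between 4 and 0 Gy, and 10 unchanged ones were called. By the screening rule, at that depth, 97.0% of 200 circRNAs changed 10-fold passed, and 120 unchanged ones of the 1874 passed as well. limma recovered 79.0% of 100 mRNAs changed 2-fold and 99.0% of 100 changed 4-fold among 12105 genes, and 5.0% and 38.0% of lncRNAs among 3783. These changes were made in FPKM plus the pseudocount. For genes at a low level these shares are therefore not those for the same fold of FPKM. In simulated data with no change edgeR and limma called 0 in each comparison run, and the separation of the profiles had a p under 0.05 in 3 of 20 draws.

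The alternatives were other normalization factors, DESeq2, other filters and pseudocounts, rescaled or median-centred FPKM, a 2-fold minimum, the replicate number as a block, other distances, and each library left out in turn. The replicate number is an alternative and not the main design, since the files do not say that it pairs libraries. For a value that does not pass its threshold no direction was counted as changed, so a result is called reversed only if a called value changes sign. Up to 100 regroupings of the 9 libraries, or the 10 divisions of 6, show how often other groupings give a result as large. The genes whose libraries do not overlap were counted beside the 10% that chance gives.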

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

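All tests of explanations in this part were chosen after the results had been seen. The paper discusses the mRNAs that fell. At 4 Gy 139 of 12105 mRNAs were also higher than at 0 Gy at an adjusted p under 0.05 from limma. Of these genes the paper discusses IL18, through the release of its protein and not through its mRNA. Of 46 listed p53 targets, 25 were higher and 0 lower (30 higher when adjusted over the list alone), 42 of 46 had a positive log2 fold change, and the median was 0.67. The camera test gave an adjusted p of 2.14e-33, and 0.0155 with an estimated correlation. CDKN1A had a log2 fold change of 2.16 (standard error 0.10), with 40.1 ± 1.17 FPKM (SD, n = 3) at 0 Gy, 143.8 ± 17.5 at 2 Gy and 182 ± 6.36 at 4 Gy. RRM2B had 1.70 and GDF15 1.61. The 10 highest of all mRNAs included CTD-2132N18.3 with 2.33, CYGB with 1.86, LY6D with 1.81, SPATA18 with 1.74 and TRIML2 with 1.62. They also included CDRT1/ENSG00000241322 and NTF4, with 1.78 and 1.70, which lost their call in 4 of 15 and 9 of 14 alternatives (adjusted p 0.0196 to 0.0839 and 0.0348 to 0.178). CDRT1/ENSG00000241322 was not called with no filter or without 0 Gy replicate 1 or 4 Gy replicate 1 or 3, and NTF4 not with no filter or without any 1 library but 0 Gy replicate 2. ACTA2, also among the 10 highest, had 2.201 (standard error 0.19), from 8.93 ± 1.91 to 44.4 ± 5.97 FPKM, and is less certain since actin genes share near-identical sequence. With the medians set equal 212 mRNAs were higher. Without 0 Gy replicate 1, 2 or 3 the counts of higher mRNAs were 67, 71 and 64.

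Of 44 listed replication-dependent histone genes, which the paper does not discuss, 41 were lower at 4 Gy and 0 higher (43 lower when adjusted over the list alone), with a median log2 fold change of −1.93. HIST1H3B had −2.63, HIST1H4L −2.78 and HIST1H2BJ −2.59. HIST1H2AL had −2.83, and it was not called with no filter or without 0 Gy replicate 1 (adjusted p 0.00315 to 0.0552 over the alternatives). These names are uncertain because the genes share reads with near-identical copies. The list's adjusted p from camera with an estimated correlation was 0.0542. In the list of NF-kB and senescence-associated secretory genes 3 of 27 were higher (4 when adjusted over the list alone): CXCL1 with 0.84, IL8 with 0.82 and PLAU with 0.62. NFKB2 was lower with −0.53. PLAU was not called in 7 of 15 alternatives (adjusted p 0.0104 to 0.139), with no filter and without 0 Gy replicate 1 or 3, 2 Gy replicate 1 or 3, or 4 Gy replicate 2 or 3. NFKB2 was not called in 5 of 15 (adjusted p 0.0283 to 0.156), with the medians set equal and without 0 Gy replicate 1 or 2, or 4 Gy replicate 2 or 3. The list had a camera adjusted p of 3.97e-05, and 0.0635 with an estimated correlation.

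HBB was at 49.7 and 67.4 FPKM in 4 Gy replicates 1 and 2, at 0 in 4 Gy replicate 3, and at most 1.03 in the 6 libraries at 0 and 2 Gy. Its fitted log2 fold change did not pass the threshold (adjusted p = 0.136), and without 4 Gy replicate 3 it did (log2 fold change 5.54, adjusted p = 8.58e-05, in a range of adjusted p up to 0.318 over the alternatives). HBA1 and HBA2 were named after their values were seen: HBA1 was at most 0.952 FPKM and HBA2 was listed at 0 in every library. No explanation was tested.

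The libraries at 4 Gy had fewer junction reads than those at 0 Gy. A lower level of circRNAs as the whole cause would have left 162 junction reads per 1000000 fragments at 4 Gy, and the lowest library at 4 Gy had 253. Fewer sequenced fragments are consistent with the fall, since the fragments fell to a ratio of 0.539 and the junction reads per 1000000 fragments had a ratio of 1.18. Why the libraries at 4 Gy hold fewer fragments stays open, and the paper gives no batch of the libraries to test.

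The reads of circNEIL3 fell at 4 Gy. All junction reads fell to a ratio of 0.645, which is a smaller fall, and per junction read the ratio of circNEIL3 was 0.111 (95% confidence interval 0.00262 to 0.728, counting error only). Fewer junction reads as the whole cause are still not excluded once the choice among 508 circRNAs is allowed for. There were 14 reads at 0 Gy, 4 at 2 Gy and 1 at 4 Gy. The log2 fold change from edgeR, which allows for the depth and the spread between libraries, was −3.14 with an unadjusted p of 0.00645. Adjusted over the 508 circRNAs, this edgeR p was 0.594. The adjusted p thus shares its limit with the choice of a low p given below, and is no separate test of depth. 2 other explanations stay open. The first is that the circRNA followed its host gene. Per fragment the ratio of circNEIL3 reads was 0.133 (95% confidence interval 0.00313 to 0.871), and the ratio of mean NEIL3 FPKM was 0.370. These cannot be told apart (exact Poisson test, p = 0.491), because circNEIL3 had 1 read at 4 Gy. The second is that a circRNA with a low p was picked out of 508, among which its trend p ranked 3. Of 100 regroupings of the libraries, the real one included, 63 held at least 1 circRNA with a trend p as low as that of circNEIL3, so a p this low is common among 508 circRNAs by chance. The real grouping held 3 such circRNAs, and 4 of 100 regroupings held as many. An effect of the dose on circNEIL3 itself also stays open in these counts. The paper also measured this circRNA by RT-qPCR and states that its fall was the most significant. That assay does not rest on the junction reads and was not analysed here.

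PIF1 fell at 4 Gy. Too few fragments at 4 Gy do not explain the fall, since the adjusted p from limma, which takes the spread between libraries, was 5.05e-04, and at most 0.00604 with a library left out. The ratio per fragment was 0.115 (95% confidence interval 0.0452 to 0.245). The authors' scaling does not explain it either, since the log2 fold change was −1.95 with the medians set equal. A fall shared with the listed genes of G2/M, mitosis and DNA replication stays open. Of these 115 genes 45, or 39.1%, had a lower log2 fold change than PIF1 on the scale of log2(FPKM + 1), 20, or 17.4%, with a pseudocount of 0.1, and 10, or 8.70%, had a lower ratio of mean FPKM. On the first scale 90 were called lower, and the 115 ranged from −3.29 to −0.06 with a median of −1.71. The fall of PIF1 is thus within the range of those genes, toward its lower end by the ratio, and a change in the share of dividing cells is a candidate explanation that the data do not separate from the route through circNEIL3 and miR-1184, which the paper tests by other experiments and which was not tested here.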

How the results depend on the processing

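1 alternative, the screening rule without its p, was chosen after the result was seen. Kept in every alternative: edgeR and DESeq2 called 0 circRNAs in all comparisons, and the trend and the fold change of circNEIL3 stayed negative and uncalled (fold change −3.40 to −2.77, adjusted p 0.306 to 0.983; −5.17 to −2.61 with a library left out; trend −0.85 to −0.73, and −0.99 to −0.64 with a library left out). PIF1 stayed called with −3.17 to −1.95 (adjusted p 5.62e-04 to 0.00304), and −2.09 to −1.96 with a library left out. The ratio of junction reads with a library left out was 0.534 to 0.721 at 4 Gy and 0.870 to 1.08 at 2 Gy, and that of circRNAs detected 0.624 to 0.744 and 0.902 to 1.03.

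The cause was not tested for the following changes, except that a filter or threshold changes which genes count. The screening rule gave 19 circRNAs, 34 with no order of the means, 7 with log2 CPM at a prior count of 2, 2 after Benjamini-Hochberg adjustment, 861 without a p, and 15 to 39 with a library left out (39, 31 and 36 without 0 Gy replicates 1, 2 and 3, 33 without 4 Gy replicate 2). The separation of profiles, 0.139, was 0.00916 as a Jaccard distance (exact p = 0.0143) and −0.30 to 0.72 with a library left out (0.380, 0.720 and 0.636 without 4 Gy replicates 1, 2 and 3). The exonic share was 92.1% with at least 10 reads.

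With a 2-fold minimum 295 mRNAs were called at 4 Gy, 75 at 2 Gy and 291 by the trend. With no filter 67 were called at 2 Gy and 2 between 4 and 2 Gy; lncRNAs gave 17 at 4 Gy and 19 at 2 Gy. The single lncRNA called at 2 Gy was lost (0 called) at a pseudocount of 0.1, at a mean FPKM of at least 2 and with the replicate block. With a library left out the mRNA counts were 314 to 605 at 4 Gy, 25 to 241 at 2 Gy, 0 to 2 between 4 and 2 Gy and 283 to 564 by the trend (283, 310 and 293 without 0 Gy replicates 1, 2 and 3; 319, 323 and 314 at 4 Gy). At 2 Gy these were 36, 55 and 25, and 31, 241 and 27 without 2 Gy replicates 1, 2 and 3. lncRNA counts were 0 to 5 at 4 Gy (5 without 0 Gy replicate 3, 4 without 4 Gy replicate 3, 1 without 0 Gy replicate 2 or 2 Gy replicate 1 or 2), 0 to 4 at 2 Gy (4 without 0 Gy replicate 3, 2 without 2 Gy replicate 1 or 2, 0 without 2 Gy replicate 3) and 0 to 1 by the trend (1 without 2 Gy replicate 2). Between 4 and 2 Gy 2 mRNAs were called without 4 Gy replicate 3, and 1 without 4 Gy replicate 1 or 2 Gy replicate 1 or 2. NEIL3 lost its call with no filter (−1.16, adjusted p 0.0902) and with the medians set equal (−1.08, adjusted p 0.0534), in a range of 0.0260 to 0.0902 over the alternatives. It was −1.275 to −1.004 with a library left out, and uncalled without any library of 0 or 4 Gy (adjusted p 0.111, 0.139 and 0.113 without 0 Gy replicates 1, 2 and 3, and 0.109, 0.0546 and 0.0731 without 4 Gy replicates 1, 2 and 3). Of 21 gene lists 14 passed camera at 4 Gy, 9 at 2 Gy, and at 4 Gy 10 to 14 with another filter, pseudocount or scaling or the replicate block, 11 to 14 with a library left out and 16 by fry; with an estimated correlation 2 passed camera at 4 Gy and 1 at 2 Gy. PIF1 and NEIL3 have no value at a mean FPKM of at least 5, and circNEIL3 none in the trend with 2 doses.

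As a replicate block the numbers gave 12 circRNAs by the screening rule and 484 mRNAs at 4 Gy. No sign of a pairing by number was seen: the deviations from the dose means correlated from −0.04 to 0.04 over 9 pairs with the same number. This does not show that the libraries were handled without pairing.

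Of 1455 comparisons over 98 single genes 1332 were the same, 119 lost a call, 4 gained one and 0 reversed. Of 315 over 21 gene lists 292 were the same, 21 lost and 2 gained a call. Depth limits the circRNAs: in simulated data edgeR recovered 2.4% of 4-fold changes between 4 and 0 Gy at this depth.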

Differences from the paper's values

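The paper gives 1875 dysregulated circRNAs in irradiated cells and gives no threshold for this count in its text, in the flow chart of Fig. 1a or in its supplementary tables. At an adjusted p under 0.05 from edgeR 0 of 508 circRNAs differed between any of the doses here, with 18 at an unadjusted p under 0.05 and 5 with DESeq2, which also called 0. The alternatives set before the data were examined also called 0. These were the other normalization factors, DESeq2, both other filters, the replicate block and a library left out. None of them could have reached 1875, since the profile holds 1874 circRNAs in all, changed or not.

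The paper gives 230 circRNAs with a trend over the doses by STEM and its stated thresholds. These thresholds with means in order gave 19 here, without STEM. None of the alternatives set before the data were examined came within 1.5 times the paper's count, at 34 with no order of the means, 19 with no fold minimum, 7 with log2 CPM at a prior count of 2, 2 after adjustment, 12 with the replicate block and 15 to 39 with a library left out. Order and fold change without a p, chosen after the values were seen, gave 861. Of the 15 downregulated circRNAs of Table S1, 12 had means in order over the doses and 2 met the thresholds here, and of the 15 upregulated ones 4 and 0.

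The paper states that PIF1 was the gene with the clearest fall in the heatmap of Fig. 4a. Of the 30 genes there, which the paper listed for their fall over the doses, 29 were called lower here. PIF1 ranked 25 of 30 by log2 fold change, 14 by the ratio of mean FPKM, 10 by p and 12 by the trend p. The log2 fold change is that of log2(FPKM + 1), on which falls of genes at a low level are smaller. The paper chose PIF1 by its predicted network as well as by this heatmap, and the predicted mRNAs alone were not ranked here. Of all 453 genes called lower it ranked 89 by log2 fold change, 16 by the ratio of mean FPKM and 45 by p.

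Table S1 lists hsa_circ_0078607 of SLC22A3 as downregulated. Its mean logCPM was higher at 4 Gy than at 0 Gy by 0.30, while its reads summed to 15 at 0 Gy, 8 at 2 Gy and 7 at 4 Gy, and its fitted log2 fold change of −0.75 was not called (adjusted p = 0.893). The other 14 downregulated circRNAs had a lower mean logCPM at 4 Gy.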

Other observations

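The counts over other groupings in this part and the chance count for the site were chosen after the results had been seen. For the linear trend of mRNAs 563 genes were called and the other 99 of 100 regroupings gave at most 414. A random division of the libraries is thus an unlikely source of the whole count, though another grouping reached much of it. For 4 Gy against 0 Gy 592 mRNAs were called and at most 1 in the other divisions, for 2 Gy 51 higher and 91 lower and at most 0, and for 4 Gy against 2 Gy 0 and at most 0, and 10 divisions are too few for a share under 0.05. The same holds for circRNAs at 4 Gy (0 called, highest other 0) and at 2 Gy (0 and 0), for lncRNAs at 4 Gy (0 and 2) and at 2 Gy (1 and 2, reached in 3 of 10 divisions), and for the gene lists at 4 Gy (14 and 8). By the screening rule 12 of 100 regroupings, the real one included, had at least the 19 circRNAs found, with a highest other of 24 and a median of 14, so chance is not excluded. With 0 circRNAs called for any dose, 0 for the trend and 0 lncRNAs for the trend, all 100 regroupings reach the count, and the highest others were 1, 0 and 1.

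2 Gy replicate 2 lay nearer to the libraries at 0 Gy than the other libraries at 2 Gy did. Over 508 mRNAs called between 4 and 0 Gy without the libraries at 2 Gy, and with 0 Gy at 0 and 4 Gy at 1, its position was 0.365, and those of 2 Gy replicates 1 and 3 were 0.739 and 0.735. The gap was smaller over the 106 higher genes, with 0.684 against 0.783 and 0.833. Over the 402 lower genes the positions were 0.340 against 0.729 and 0.711. PIF1, a gene that fell, was at 2.23 FPKM in 2 Gy replicate 2, and at 1.35 and 1.13 in the others.

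Of the genes of pyroptosis that the paper names, IL18 was higher at 4 Gy with a log2 fold change of 0.62 (standard error 0.11, adjusted p = 0.00871), from 25.0 ± 1.29 to 39.0 ± 4.46 FPKM (SD, n = 3). GSDMD had −0.02 (adjusted p = 0.961), CASP4 0.35 (adjusted p = 0.550), NLRP1 −0.65 (adjusted p = 0.161) and IL1B 0.51 (adjusted p = 0.494). AIM2 and NLRC4 were listed at 0 FPKM in every library, and CASP1, PYCARD, NLRP3, NAIP, MEFV and CASP5 were below a mean FPKM of 1 and were not tested. CASP1 was at 0.749 ± 0.429 FPKM at 0 Gy and 0.640 ± 0.915 at 4 Gy. Of 14 tested genes of the inflammasome and pyroptosis list 1 was higher and 0 lower (1 and 0 when adjusted over the list alone), with a median log2 fold change of 0.24 and a camera adjusted p of 0.0426, which was 0.0947 with an estimated correlation. Over 15 alternatives the camera adjusted p of this list was 0.00655 to 0.231, and 7 did not pass: no filter, medians set equal, rescaled totals, and leaving out 0 Gy replicate 2 or 3, 2 Gy replicate 3 or 4 Gy replicate 1. Its median ranged from −0.01 to 0.33. H2AFX had −1.90 (adjusted p = 1.73e-04), BRCA1 −1.49 (adjusted p = 0.0217), ACTB −0.29 (adjusted p = 0.00967) and GAPDH −0.16 (adjusted p = 0.212). AGO2 had −0.49 (adjusted p = 0.111), and it was called without 4 Gy replicate 3 (adjusted p 0.0391 to 0.326 over the alternatives). LDHA had −0.08 (adjusted p = 0.639) and LDHB 0.12 (adjusted p = 0.461). BRCA1 was not called with no filter or without 0 Gy replicate 1 or 3 or 4 Gy replicate 3 (adjusted p 0.00428 to 0.0987), and ACTB was not called with no filter, with the medians set equal or without 0 Gy replicate 1 or 3 (adjusted p 0.00526 to 0.0641). Of the 14 tested genes that the paper names 1 was higher and 5 were lower (1 and 8 when adjusted over the list alone). These values are mRNA levels and say nothing of cleavage or release of the proteins.

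Further lists at 4 Gy are given as genes higher, lower and tested, with the counts when adjusted over the list alone. For base excision repair they were 0, 1 (NEIL3) and 20 (0 and 1), for non-homologous end joining 0, 0 and 12 (0 and 0), and for interferon-stimulated genes 1 (LGALS3BP), 1 (IFITM3) and 29 (1 and 1). For NRF2 targets they were 2 (ALDH3A1, EPHX1), 2 (GCLC, AKR1C2) and 30 (4 and 9), and ALDH3A1 had a log2 fold change of 0.70 (adjusted p = 2.12e-04). For cholesterol biosynthesis they were 0, 1 (EBP) and 23 (1 and 5), for epithelial-mesenchymal transition 2 (ACTA2, KRT18), 1 (CYR61) and 33 (3 and 1), and for the lysosome 1 (CTSD), 0 and 33 (1 and 0). For cytosolic ribosomal proteins they were 4 (RPS19, RPS25, RPLP0, RPS20), 0 and 45 (5 and 0), and for mitochondrially encoded genes 0, 0 and 13 (2 and 1). For alveolar and club cell markers they were 0, 0 and 7 (0 and 0), for blood cell markers 0, 0 and 3 (1 and 0), and for housekeeping genes 1 (RPLP0), 2 (ACTB, TFRC) and 15 (1 and 5). Of 21 lists, 14 passed camera, 16 passed fry, and p53 targets and homologous recombination were the 2 that passed camera with an estimated correlation. The median of the interferon list was −0.01 while its camera direction was up, and with each library's median set equal its median was 0.06 and that of base excision repair moved from −0.07 to 0.01. Of the genes named for these lists, ALDH3A1, EPHX1, ACTA2 and RPS19 were called in every alternative that tested them, and each other gene lost its call in at least 1. The lists of blood cell markers, ribosomal proteins, epithelial-mesenchymal transition and housekeeping genes passed camera and lost this in 5, 1, 2 and 4 of 15 alternatives. The fibroblast and endothelial list had too few tested genes for a test.

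For lncRNAs limma called 0 of 3783 symbols at 4 Gy, with 322 at an unadjusted p under 0.05, and 0 by the trend. At 2 Gy 1 was called, DL492076, with a log2 fold change of 4.30 (standard error 0.43, adjusted p = 0.0145), named after its value was seen. This call was lost, with 0 lncRNAs called higher at 2 Gy, at a pseudocount of 0.1, at a mean FPKM of at least 2, with the replicate block, and without 0 Gy replicate 2 or 2 Gy replicate 3. The libraries at 4 and 0 Gy did not overlap in 503 symbols, or 13.3%, where chance gives 10%. Of 28 listed lncRNAs 0 passed and 6 were higher when adjusted over the list alone, and LINC01021 had 1.71 (adjusted p = 0.112), NEAT1 0.62 (adjusted p = 0.330) and PVT1 0.42 (adjusted p = 0.423).

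The 3′ untranslated region of PIF1 holds 2 copies of the 7 bases that the paper mutated, and the paper names 1. Of 952 other genes with a 3′ untranslated region within 10% of its length, 100, or 10.5%, hold at least 1 copy, and 12, or 1.26%, hold at least 2.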
